# Transcriptomics of liver and muscle in Holstein cows genetically divergent for fertility highlight differences in nutrient partitioning and inflammation processes

**DOI:** 10.1186/s12864-016-2938-1

**Published:** 2016-08-11

**Authors:** Bruce Moran, Sean B. Cummins, Christopher J. Creevey, Stephen T. Butler

**Keywords:** Gene expression, Dairy cow fertility, Liver, muscle, Lactation

## Abstract

**Background:**

The transition between pregnancy and lactation is a major physiological change for dairy cows. Complex systemic and local processes involving regulation of energy balance, galactopoiesis, utilisation of body reserves, insulin resistance, resumption of oestrous cyclicity and involution of the uterus can affect animal productivity and hence farm profitability. Here we used an established Holstein dairy cow model of fertility that displayed genetic and phenotypic divergence in calving interval. Cows had similar genetic merit for milk production traits, but either very good genetic merit for fertility traits (‘Fert+’; *n* = 8) or very poor genetic merit for fertility traits (‘Fert-’; *n* = 8). We used RNA sequencing to investigate gene expression profiles in both liver and muscle tissue biopsies at three distinct time-points: late pregnancy, early lactation and mid lactation (-18, 1 and 147 days relative to parturition, respectively).

**Results:**

We found 807 and 815 unique genes to be differentially expressed in at least one time-point in liver and muscle respectively, of which 79 % and 83 % were only found in a single time-point; 40 and 41 genes were found differentially expressed at every time-point indicating possible systemic or chronic dysregulation. Functional annotation of all differentially expressed genes highlighted two physiological processes that were impacted at every time-point in the study, These were immune and inflammation, and metabolic, lipid and carbohydrate-binding.

**Conclusion:**

These pathways have previously been identified by other researchers. We show that several specific genes which are differentially regulated, including *IGF-1*, might impact dairy fertility. We postulate that an increased burden of reactive oxidation species, coupled with a chronic inflammatory state, might reduce dairy cow fertility in our model.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-016-2938-1) contains supplementary material, which is available to authorized users.

## Background

The transition from late pregnancy to early lactation in dairy cattle has important implications for animal health, milk production and reproductive performance, and consequently the profitability of dairy farms [1, 2]. The physiology of the transition dairy cow has been well studied; a variety of biological themes such as energy balance, body reserve mobilisation, metabolic diseases, insulin resistance and immune function have all been found to be of importance [3–8]. Transcriptomics has been employed to aid identification of genes and networks that impact these various systems [9–11].

Hepatic gluconeogenesis, which supplies the vast majority of glucose utilized by ruminants, is of central importance in dairy cattle. The liver uses propionate (60–74 %), L-lactate (16–26 %) and other minority precursors for glucose synthesis [5, 12, 13]. During late pregnancy, the glucose demands of the fetus account for up to 50 % of total maternal glucose production [12]. During early lactation, high-producing dairy cows have a greater demand for glucose than can be met by gluconeogenesis from dietary sources alone. For example, dry matter intake (DMI) increases during the transition from late pregnancy to early lactation by 30 to 50 %, whereas mammary glucose requirements during early lactation are three times that of the uterus during late pregnancy [14]. Consequently, dairy cows enter negative energy balance (NEB), resulting in body reserve mobilisation. Insulin-sensitive tissues such as adipose and muscle become insulin resistant coincident with reduced circulating insulin concentrations. The combined effect of these changes is reduced peripheral tissue uptake of glucose, and hence greater glucose availability for the mammary gland. Local energy requirements in some tissues, for example muscle, can be met by the use of non-esterified fatty acids (NEFA) from adipose tissue lipolysis; the associated release of glycerol can be used by liver for gluconeogenesis [15].

Homeorhesis requires orchestrated changes across multiple tissues to support prioritization of nutrients for lactation [12, 16]. The task of elucidating the physiological mechanisms underlying transition cow homeorhetic adaptations is ideally suited to transcriptomic analysis. Multiple tissues can be biopsied at multiple time-points to allow investigation of the genes involved in functional pathways and inter- and intra-cellular signalling. A lactating dairy cow genetic model of fertility has been developed and validated [17–19]. Cows have similar genetic merit for milk production traits, but either good (Fert+) or poor (Fert-) genetic merit for fertility traits. The physiological differences between the cows in this animal model have been extensively characterized [17–22]. We have taken the approach of sequencing the transcriptome of liver and muscle biopsies collected from Fert + and Fert- cows at three time-points corresponding to late pregnancy, early lactation and mid-lactation. Using bioinformatic methods to interrogate these data, we test the hypothesis that gene expression differences exist between cows with good or poor genetic merit for fertility traits during late pregnancy, early lactation, and mid-lactation in these tissues. In particular, the latter time-point coincides with the stage of lactation when pregnancy should be re-established and so is of economic importance. Although liver and muscle are not reproductive tissues, they are both important tissues for determining bioenergetic status, glucose production and utilization, and body reserve mobilization and accretion. Collectively, these physiological processes have implications for phenotypic fertility performance. Hence, transcriptomic profiling of liver and muscle tissue in cows genetically divergent for fertility traits could aid identification of physiological processes that underpin differences in phenotypic fertility performance.

## Methods

### Lactating dairy cow model of fertility

The cow model used in this study has been described previously [17]. Briefly, the national dairy cattle database of Ireland was screened for heifers due to calve for the first time in spring 2008. Restrictions were placed on the estimated breeding value (EBV) for milk production (between +200 and +900 kg) and proportion of Holstein genetics (>75 %). Within this population, heifers with extreme positive (i.e., poor fertility) and negative (i.e., good fertility) EBV for calving interval were identified. The Fert + animals represented the top 20 % of the national herd in genetic merit for calving interval. Conversely, the Fert- animals represented the bottom 5 % of the national herd in genetic merit for calving interval. In 2009, 16 animals (*n* = 8 Fert + and *n* = 8 Fert-) were enrolled in the current study. Animals were selected to maximize genetic diversity within both strains (i.e., different sires and maternal grand-sires) and to maximize differences between strains in the EBV for calving interval. In both Fert + and Fert- groups, the cows were a mixture of first (*n* = 2) and second (*n* =6) parity Holstein animals (mean proportion of Holstein genetics (± SD) = 0.93 (±0.05)), and were managed as a single herd.

### Animal characteristics

The experimental procedures involving animals on this study were approved by the Teagasc Animal Ethics Committee and licensed by the Department of Health, Ireland, in accordance with the Cruelty to Animals Act (Ireland 1876) and the European Community Directive 86/609/EEC. The animals were owned by Teagasc Moorepark, and all animals in the herd are routinely used for research purposes. Milk production was recorded daily, body weight was recorded weekly, body condition score was recorded every two weeks and blood samples were collected periodically during late pregnancy and throughout lactation for analysis of plasma insulin, insulin-like growth factor-1 and non-esterified fatty acid concentrations as previously described [17]. The data for these variables from the specific animals used in the current study are reported to aid interpretation of the animal performance and the transcriptomic results. The data were analysed using SAS version 9.3 (SAS Institute, Cary, NC). All data were tested for normality and log-transformed if necessary. Milk yield, bodyweight and plasma concentrations of insulin, IGF-1 and NEFA were analysed using mixed models procedures with repeated measures. A first-order autoregressive covariance structure was applied, and cow nested within genotype was included as a random effect. Genotype, week, and their interaction were included as fixed effects. The Tukey adjustment was included to correct for multiple comparison tests. The BCS data was analyzed using generalized mixed model procedures using a similar model, but because BCS data is ordinal, a multinomial distribution and a cumulative logit link function were specified. None of the animals were bred during the lactation period in which the samples we collected. Hence, there is no confounding effect of pregnancy status on any of the observed phenotypes.

### Tissue sampling and RNA extraction

Tissue biopsies were collected at three time-points relative to parturition (day 0): late pregnancy (LP), day -18 (sd = 7); early lactation (EL), day 1 (sd = 1; EL); and mid-lactation (ML), day 147 (sd = 13). Liver tissue was collected by puncture biopsy as previously described [18]. To collect muscle tissue, a biopsy site on the semitendinosus muscle was shaved and sanitized with 7.5 % iodinated povidone and methylated spirits. A subcutaneous injection of lidocaine hydrochloride (2 %) was used to anesthetize the area. An incision was made through the skin, and the biopsy instrument (Biopsy Punch 33–37, Miltex GmbH, Riethein-Weilheim, Germany) was used to remove a core of muscle tissue. The incision site was sutured and treated topically with Duphacycline aerosol (3.6 % oxytetracycline hydrochloride: Norbrook Laboratories Ltd., Newry, Northern Ireland). Both liver and muscle tissue biopsies were immediately rinsed in saline, blotted dry, snap frozen in liquid nitrogen and stored at -80 °C until RNA extraction.

Total RNA was extracted using a standard Trizol-based method. The tissue sample was weighed and 100 mg cut and homogenized in 3 ml TRI Reagent (Sigma-Aldrich, Dublin) until fully homogenized using a hand-held device. The homogenate was removed to sterile Eppendorf tubes (Eppendorf, UK) and incubated at room temperature (RT) for 5 min; samples were centrifuged at 12,000 × g for 10 min at 4 °C, and the supernatant was removed to new sterile tubes. Chloroform was added at 0.2x the volume of homogenate and incubated at RT for 3 min and samples were centrifuged at 12,000 × g for 10 min at 4 °C. Isopropanol was added at 0.6x the volume of supernatant, vortexed and centrifuged at 12,000 × g for 10 min at 4 °C to pellet the RNA. The supernatant was discarded, the pellet was washed twice in 99 % ethanol (Sigma-Aldrich, Dublin), and centrifuged at 7,500 × g for 5 min at 4 °C. The RNA was re-suspended in 50 μl nuclease-free water (Sigma-Aldrich, Dublin). A kit based protocol (RNeasy Plus; Qiagen, UK) was used to clean the total RNA, removing the fraction below 200 bp and any genomic DNA. RNA quality was assessed using the Bioanalyser 2100 (Agilent Technologies, UK) with the RNA Nano chip.

### Illumina library preparation, sequencing and alignment

Library preparation was conducted using the Truseq v2 kit (Illumina, UK) following the supplied protocol. The Bioanalyser 2100 (Agilent Technologies, UK) was used to visually determine quality of the libraries with the DNA Nano chip. Concentration was determined using the KAPA Library Quantification (KAPA Biosystems, USA) qPCR method to allow equimolar pooling of each library. Four pools of 24 libraries were made, the maximum possible based on the number of barcoded adapters available. Each pool was sequenced for 100 bp using a paired-end strategy across 3 separate flowcell lanes on an Illumina HiSeq 2000 (Illumina, USA) to minimize technical variation, resulting in 12 lanes of HiSeq data.

The quality of the sequence data was assessed using the FastQC package [23]. Before alignment, sequence ‘reads’ were trimmed using Trimmomatic with ‘trailing’ bases (i.e. those at 3′ end) under a Phred score of 30 being removed [24]. Alignment of reads to the *Bos taurus* Ensembl70 UMD_3.1 genome [25] was conducted using STAR aligner under default settings with the exception that ‘--outFilterMismatchNoverLmax’ was set to 0.02. This was because reads were trimmed dynamically to remove by Phred scores, reads were of different lengths and using the ratio of 0.02 mismatches per *x* bp meant reads were treated equally (version 2.2.0; [26]). Samtools ‘view’ method was used with the –f2 flag to return only primary alignments in proper pairs i.e. where the SAM flag was set to 83 and 163, or 99 and 147 for paired reads (version 0.1.18; [27]) and with the –b flag to convert from SAM to BAM files, required to construct count data. Before and after our primary alignment filtering, Samtools’flagstat’ was used to determine the numbers of reads aligning to the reference. Counts were determined using the featureCounts utility of the Subread aligner specifying that only reads with pairs on the same chromosome (flags -p, -P, -C), and with a maximum insert size of 590 kb (flag –D) could be used [28]. Counts were defined as the number of times a read-pair mapped to a single annotated feature (gene) of the genome.

### Pre-processing of count data

Count data from featureCounts were filtered before analysis to remove lowly expressed genes using an in-house method [29]. Firstly, all genes with no counts across all samples were removed. Samples were then split by condition and time-point (i.e. 8 samples per group) and calculations of fragments per kilobase per million reads (FPKM; [30]) were used to determine the level of gene expression. FPKM were calculated in R 3.0.1 statistical software [31] using the formula:

$$ \left({10}^9\times C\right)\hbox{---} \hbox{---} \hbox{---} \hbox{---} \hbox{---} \left(N\times L\right) $$

where *C* = normalized counts per gene, *N* = total counts per sample, *L* = gene length. The distribution of the mean of the logs (base = exp(1)) of the FPKM values (mean log(FPKM)) per gene in each condition was determined. Any genes found in the lowest 20 % in both conditions were removed from the dataset.

### Differentially expressed genes

#### Differential expression analysis

Filtered counts were used to determine differential expression (DE) of genes using EdgeR Bioconductor package [32, 33] under the common dispersion method. The count data was normalized using the trimmed mean of M (TMM) method in the EdgeR [34]. Gene expression differences between the Fert + and Fert- cows were determined at each time-point sampled (LP, EL and ML) resulting in 3 DE gene sets; these are called ‘contrasts’ in the EdgeR documentation [35]. A false discovery rate (FDR; [36]) of *P* < 0.05 was used to correct for multiple testing in all contrasts. Those genes found significantly DE were retained for further investigation.

#### Temporal differential expression profiling

To determine if genes found DE in one or more time-points had similar expression patterns across time-points (temporally), the logFC between genotypes at each time-point was used. If a gene was found DE at any time-point, logFC was tabulated to give an expression profile for the gene across LP, EL and ML. We indicated the temporal expression profile at each of the three time-points combined using 0 for not DE, and 1 or -1 for DE and up- or down-regulated in Fert + cows respectively. For example, a profile of 0,0,1 indicates not DE in LP, not DE in EL and DE up-regulated in Fert + in ML. A matrix was then constructed showing total genes per profile. From this we used a table to visualize numbers of genes with particular profiles. We refer to these as DE profiles in the following sections.

### Functional annotation

Genes found DE were used as input for the Database for Annotation, Visualization and Integrated Discovery (DAVID) [37, 38], which is a gene set enrichment method using a modified Fisher Exact test. For the ‘background’ gene set, we used the full set of genes for each contrast following the FPKM filtering step. ‘Functional Annotation Clustering’ analysis was conducted with default settings including the default *p*-value. The resulting table was downloaded. Each ‘Functional Annotation Cluster’ contains sets of genes with multiple, mostly similar, annotations (e.g., ‘cytoskeleton’ or ‘microtubule complex’) from databases such as the Gene Ontology [39], Interpro [40] and KEGG [41].

## Results and Discussion

### Characterization of the animals

Milk production, bodyweight, BCS and plasma concentrations of insulin, IGF1 and NEFA are illustrated in Fig. 1. Milk energy output and bodyweight were similar, but Fert + cows maintained greater BCS throughout lactation. There was an overall effect of genotype on circulating insulin and IGF1 concentrations, but circulating NEFA concentrations did not differ. These phenotypes for the animals that had biopsies collected for the current study are similar to our previous reports with greater numbers of animals [17–19].

**Fig. 1:**
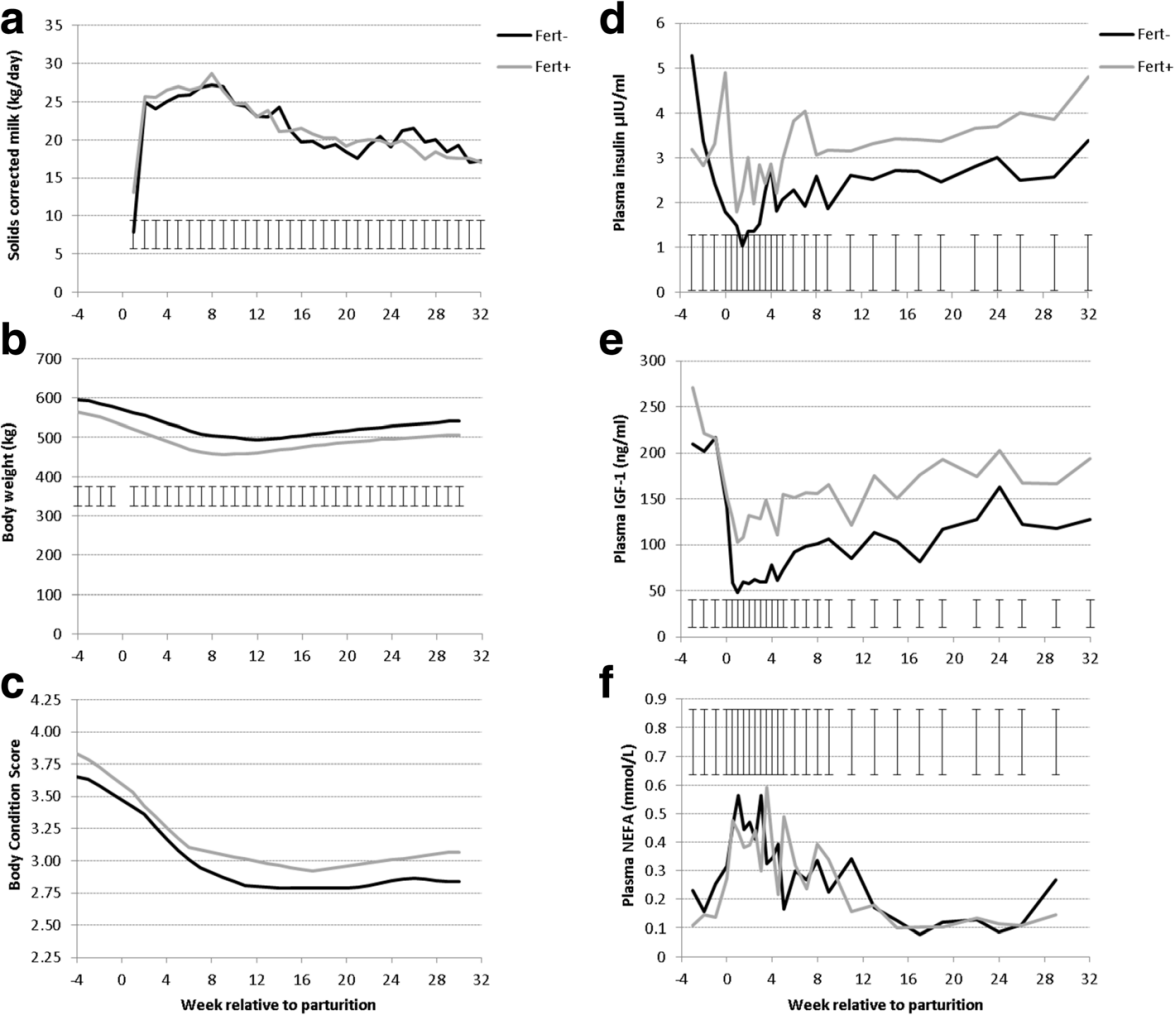
Phenotypic characterization of the Fert + and Fert- cows. Solids corrected milk yield (**a**) and bodyweight (**b**) were similar in both genotypes (P > 0.9 and P > 0.3, respectively), but BCS (**c**) was greater (P < 0.001) in Fert + cows compared with Fert- cows. Plasma insulin (**d**) and IGF1 (**e**) were greater in Fert + cows compared with Fert- cows (*P* = 0.003 and *P* < 0.001, respectively), but plasma NEFA concentrations (**f**) were not different (*P* = 0.9)

### Overview of differential expression

We found 402, 338 and 282 genes DE in liver and 262, 527 and 212 genes DE in muscle at LP, EL and ML respectively (Additional files 1 and 2). 

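Liver and muscle biopsies of 16 Holstein cows, 8 with good (Fert+) and 8 with poor (Fert-) genetic merit for fertility, were sequenced at LP (day -18), EL (day 1) and ML (day 147) relative to parturition, which gave 96 libraries, 48 per tissue and 16 per tissue and time-point. The authors deposited for each library the number of read pairs that featureCounts assigned to each Ensembl70 gene, without normalization. Reads had been trimmed with Trimmomatic, aligned with STAR to the UMD_3.1 genome and reduced to proper pairs with Samtools. Libraries held a median of 20466944 counts in liver and 17612182 in muscle, and 19976 genes in liver and 19523 in muscle had at least 1 count. Gene names were taken from Additional files 1 and 2, and positions in the genome are not given because no annotation with Ensembl identifiers was used here. Counts on near-identical copies, such as the BOLA-DQA, SAA, GSTM and COX7B genes, depend on how read pairs that match more than 1 copy were placed.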

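Expression was computed here as CPM, the counts of a gene relative to the library total scaled by edgeR's TMM factors, with no correction for gene length, and is given as mean ± SD with n = 8 cows per genotype. Fold changes are Fert+ relative to Fert-, so that a positive log2 fold change is an up-regulated gene. At each time-point the genotypes were compared with edgeR's quasi-likelihood test, in which every gene has a spread between cows of its own, over the genes that filterByExpr kept and with Benjamini-Hochberg adjustment. The same counts were also compared with the study's test. It is taken here as edgeR's exact test with one common dispersion for every gene, since the paper names edgeR and the common dispersion without naming the test. Beside these, an exact permutation test, two-sided, set the difference in mean log2(CPM + 1) against every arrangement of the 16 cows, so that the smallest p that 8 cows against 8 allow is 0.000155.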

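By the quasi-likelihood test, no gene was DE in liver at LP, EL or ML, with 842, 1530 and 1640 genes at an unadjusted p under 0.05 among 12872, 13047 and 13235 tested. The smallest adjusted p-values were 0.731, 0.346 and 0.156. In muscle no gene was DE at LP or ML and 1 was DE at EL, with 800, 1426 and 918 genes at an unadjusted p under 0.05 among 11954, 12035 and 12001 tested and smallest adjusted p-values of 0.121, 0.0237 and 0.340. That gene was LMOD1 (ENSBTAG00000021576), at 50.1 ± 15.4 CPM in Fert+ and 20.5 ± 3.84 CPM in Fert- cows (log2 fold change 1.29, standard error 0.19, higher in 8 of 8 Fert+ cows than the Fert- median). On the same genes the study's test called 306, 301 and 279 genes in liver and 214, 438 and 214 in muscle. With the study's filter of the lowest 20% as well, which as computed here removes every gene with a count of 0 in at least 1 library of each genotype, it called 370 genes (177 up, 193 down), 324 (184 up, 140 down) and 281 (103 up, 178 down) in liver. In muscle it then called 269 (142 up, 127 down), 508 (281 up, 227 down) and 270 (63 up, 207 down). The balance of up and down depends on single cows and on the filter, by tests chosen after seeing the data. Without Fert+ cow 3847 the study's test on the filterByExpr genes called 74 genes up and 200 down in liver at EL, in place of 174 and 127, and with the study's filter on log(CPM + 1) it called 263 up and 324 down in muscle at EL. At EL that test with its dispersion estimated over 48 libraries called 676 genes in liver and 870 in muscle, and the quasi-likelihood test with the 48 libraries of a tissue in one fit called 362 and 564 at EL and none at LP or ML. DESeq2's Wald test called 0, 12 and 77 genes in liver and 27, 157 and 14 in muscle.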

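The common dispersion in liver was 0.0716 at LP, 0.133 at EL and 0.0707 at ML, which are coefficients of variation between cows of 26.8%, 36.5% and 26.6%. In muscle it was 0.0496, 0.0938 and 0.0384, or 22.3%, 30.6% and 19.6%. Dispersions fitted gene by gene ranged in liver at LP from 0.0211 at the 10th to 0.148 at the 90th percentile. Of the genes the study's test called, between 95.0% and 99.7% per contrast had a dispersion of their own above the common value. Among the genes in Additional files 1 and 2, 328, 281 and 239 in liver and 222, 445 and 169 in muscle were also called here by the study's test and filter. With the genes that passed filterByExpr taken from each of those lists, 279, 253 and 214 in liver and 196, 367 and 147 in muscle, the fold changes had the listed sign for all but 1, which was in muscle at LP. The quasi-likelihood test gave 188, 172 and 133 of them in liver and 139, 291 and 84 in muscle an unadjusted p under 0.05. Adjusted over the list alone, 109, 128 and 95 in liver and 126, 270 and 57 in muscle were under 0.05, and over all genes 1, LMOD1, was. Counts adjusted over the list alone are not independent evidence, since the study chose the lists on these samples.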

Functional annotation clustering analysis using DAVID identified annotation terms for 26 %, 25 % and 30 % of the total DE genes in liver and 39 %, 43 % and 44 % of the DE genes in muscle from LP, EL and ML, respectively (Additional files 1 and 2). Sequence data metrics are available in Additional file 3: Table S3.

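In liver at LP the total counts on genes per library ran from 17117604 to 24338724 (median 18379831) in the 8 Fert+ cows and from 14966847 to 22423629 (median 18648852) in the 8 Fert- cows. At EL the liver totals ran from 19847803 to 26358063 (median 22355428) in the 8 Fert+ cows and from 15821057 to 22586505 (median 19807923) in the 8 Fert- cows. Those at ML ran from 18223640 to 25254407 (median 22267088) in the 8 Fert+ cows and from 15766907 to 21306869 (median 19518918) in the 8 Fert- cows. For muscle the totals at LP ran from 16461169 to 20232053 (median 17420589) in the 8 Fert+ cows and from 15279337 to 21422737 (median 18600718) in the 8 Fert- cows. Muscle libraries at EL ran from 15527970 to 19393272 (median 17411098) in the 8 Fert+ cows and from 15463987 to 19429387 (median 17094630) in the 8 Fert- cows. Muscle libraries at ML ran from 15795921 to 19676158 (median 18258604) in the 8 Fert+ cows and from 16195107 to 22018740 (median 17990059) in the 8 Fert- cows. For 91 libraries the total equalled the number of uniquely mapped reads in Table S3, and for 5 muscle libraries it differed from it. Those 5 and 8 liver libraries also shared a difference in which genes were counted. There were 14 genes with a median count of at most 2 in both tissues and at least 50 counts in single libraries of each, and 83 libraries counted between 0 and 2 of the 14 while 13 libraries counted between 11 and 14. The 13 libraries are called counting batch B here and the others A. In liver, B held 2 Fert+ and no Fert- libraries at LP and 2 Fert+ and 1 Fert- at EL and at ML. Muscle had no Fert+ library in B, and 1, 2 and 2 Fert- libraries at LP, EL and ML. The paper's text does not state which library went into which pool.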

### Temporal differential expression profiling

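The genes that passed an adjusted p of 0.05 at any time-point were counted once per tissue. By the quasi-likelihood test there were 0 such genes in liver and 1 in muscle, LMOD1. With the study's test on the same genes there were 726 in liver and 682 in muscle, of which 81.8% and 79.5% passed at 1 time-point only. Adding the study's filter gave 799 and 800 genes, and 81.7% and 77.4%. Additional files 1 and 2 hold 807 and 815 different genes, which are the paper's numbers. Counted here from those lists, 78.8% and 82.3% of them are at 1 time-point. The percentage for muscle is slightly below the one in the paper's text.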

From the totals of 807 and 815 unique genes found to be DE in at least one time-point, 79 % and 83 % in liver and muscle, respectively, were up- or down-regulated at one time-point only (see Tables 1 and 2). In liver the top five DE profiles represented only a single time-point, and contained 12–18 % of all DE genes each. 

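With the study's test and filter, the liver profiles holding most genes were 0,1,0 with 149 genes (18.6%), -1,0,0 with 139 (17.4%), 0,0,-1 with 120 (15.0%), 1,0,0 with 109 (13.6%) and 0,-1,0 with 87 (10.9%). Profile 0,0,1 followed with 49 genes (6.13%) and 1,0,1 with 38 (4.76%). The order of the profiles of EL turned without the batch B libraries, cow 3847 among them, a test chosen after seeing the data, with 55 genes in 0,1,0 and 132 in 0,-1,0 by the study's test on the filterByExpr genes, in place of 145 and 74.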

In muscle the two profiles with the most DE genes represented 25 % of all DE genes each, and were up- or down-regulated only at EL (DE profile 0,1,0 or 0,-1,0). This observation of time-point specific DE genes indicates that the time-points are relatively independent from each other in terms of DE gene profiles. Those DE genes found only at a single time-point are likely involved in distinct physiological processes specifically related to that time-point. This is not too surprising given that the time-points selected represent distinct phases in the cow’s gestation-lactation cycle.

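In muscle the same test and filter put 226 genes (28.2%) in profile 0,1,0 and 123 (15.4%) in profile 0,-1,0. Next were 0,0,-1 with 98 genes (12.2%), 1,0,0 with 92 (11.5%), -1,-1,-1 with 52 (6.50%) and -1,0,0 with 49 (6.12%). With the filter on log(CPM + 1), chosen after seeing the data, 0,1,0 held 208 genes and 0,-1,0 held 156.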

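A difference between time-points was tested directly, as the interaction of genotype and time-point over the 48 libraries of a tissue with the quasi-likelihood test. In liver 0 of 13815 genes had an adjusted p under 0.05 (912 at an unadjusted p under 0.05, smallest adjusted p = 0.502) and in muscle 0 of 12675 (857 at an unadjusted p under 0.05, smallest adjusted p = 0.0642). With each cow as a block 1067 and 1158 genes had an unadjusted p under 0.05, and without a gene filter 1214 of 19976 and 1110 of 19523 had. Both alternatives left 0 genes in each tissue under an adjusted p of 0.05. Log2 fold changes between genotypes at LP and EL, LP and ML, and EL and ML correlated at r = 0.237, 0.441 and 0.403 across the 12758 genes tested at every time-point in liver. The same pairs of time-points gave r = 0.290, 0.318 and 0.347 across 11709 genes in muscle. Genes are not independent replicates, so no p is given for these correlations. From the profiles, in which most DE genes are listed at a single time-point, the paper reasons that the time-points are relatively independent of each other.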

**Table 1:** Liver temporal expression profile

			EL			
		0	1	-1		
		-	**144 (0.18)**	**94 (0.12)**	0	
	0	**41 (0.05)**	3 (0.004)	0	1	
		**106 (0.13)**	2 (0.002)	15 (0.02)	-1	
		**122 (0.15)**	15 (0.02)	2 (0.002)	0	
LP	1	41 (0.05)	23 (0.03)	0	1	ML
		11 (0.01)	1 (0.002)	2 (0.004)	-1	
		**129 (0.16)**	3 (0.004)	16 (0.02)	0	
	-1	0	0	0	1	
		19 (0.02)	1 (0.002)	17 (0.02)	-1	

All possible profiles across the three time-points and numbers of genes found with those profiles with proportion of total in parentheses; bold indicate profiles where only one time-point contained a DE gene

**Table 2:** Muscle temporal expression profile

			EL			
		0	1	-1		
		-	**202 (0.25)**	**207 (0.25)**	0	
	0	**30 (0.04)**	12 (0.01)	1 (0.001)	1	
		**80 (0.1)**	5 (0.01)	16 (0.02)	-1	
		**99 (0.12)**	23 (0.03)	3 (0.004)	0	
LP	1	11 (0.01)	17 (0.02)	0	1	ML
		2 (0.002)	1 (0.001)	0	-1	
		**53 (0.07)**	3 (0.004)	13 (0.02)	0	
	-1	2 (0.002)	0	0	1	
		11 (0.01)	0	24 (0.03)	-1	

All possible profiles across the three time-points and numbers of genes found with those profiles with proportion of total in parentheses; bold indicate profiles where only one time-point contained a DE gene

The remaining 21 % and 17 % of the DE genes in liver and muscle, respectively, were therefore found at more than one time-point. This may indicate processes that are systemic or chronic. 

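Counts of the 3 time-points were also summed per cow, which gave 16 libraries per tissue, 8 per genotype. By the quasi-likelihood test, 0 of 14377 genes in liver and 0 of 13404 in muscle were DE on the sums, with 2177 and 1448 genes at an unadjusted p under 0.05 and smallest adjusted p-values of 0.0973 and 0.126. The exact test with one common dispersion moved this most, to 509 genes (238 up, 271 down) and 411 genes (170 up, 241 down), and DESeq2 called 171 and 91.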

Interestingly, 23 genes in liver and 17 genes in muscle were found to be up-regulated in Fert + cows at every time-point, and 17 genes in liver and 24 genes in muscle were found to be down-regulated in the Fert + animals at every time-point; these may represent dysregulated gene sets in Fert- animals.

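At every time-point, 0 genes passed an adjusted p of 0.05 by the quasi-likelihood test in either tissue (unadjusted counts per time-point ran from 800 to 1640). By the study's test 8 genes were up and 17 down at every time-point in liver, and 9 were up and 34 down in muscle. With its filter these numbers were 10 and 15 in liver and 13 and 52 in muscle. The genes listed in Additional file 1 as up at every time-point in liver differed between counting batches. For 15 of those 23 genes (65.2%), every library of batch B was above every library of batch A. This held for 67 of all 12758 tested genes (0.525%) and 0 of the 17 genes listed as down. The 12758 passed filterByExpr at every time-point, while many of the 23, such as YWHAZ (median 0.14 CPM), were near 0 in batch A. The shares are thus not of like genes. Some of the 23 are among the 14 genes by which batch B was defined, and without those 11 of 18 separated the batches. One of the 11 was EEF1A1 (ENSBTAG00000035926), with a median of 1.66 CPM in A and 387 CPM in B liver libraries. This example was chosen after its values were seen. In muscle 0 of the 17 genes listed as up and 0 of the 24 listed as down separated the batches. Leaving out the 13 B libraries, a choice made after seeing the data, the study's test called 4 genes up and 13 down at every time-point in liver and 6 up and 10 down in muscle.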

Correlation plots of gene expression values in FPKM for each time-point versus the others to indicate concordance are reported in Additional file 4: Figures S1(a-f). 

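Mean log2(CPM + 1) over both genotypes correlated between time-points at r = 0.997 (LP and EL), 0.996 (LP and ML) and 0.992 (EL and ML) across 19976 genes in liver, and at 0.989, 0.998 and 0.985 across 19523 genes in muscle. Within single cows the liver values ran from 0.909 to 0.992 between EL and ML and the muscle values from 0.958 to 0.985. On CPM without logs, where a few abundant genes carry most weight, r was 0.917, 0.995 and 0.894 in liver and 0.952, 0.991 and 0.913 in muscle. These correlations are across genes, which are not independent replicates.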

Pearson correlation (R) value is included in each plot.

### Functional annotation

Two biological themes were apparent from the functional annotation of DE gene sets. The first theme, ‘*immune and inflammatory*’ processes, was identified from our annotation terms in both liver and muscle. This included time-point specific annotation terms ‘*chemokine*’ and ‘*MHC complex*’ in LP, ‘*defense response*’ and ‘*immunoglobuiln*’ in EL, and ‘*acute phase response*’ in ML. Of particular note, in this annotation multiple DE genes were found globally (i.e., across all time-points) and always in the same direction of expression (i.e., upregulated or downregulated in Fert + cows). This indicates that the identified genes (and the resulting annotation) are unlikely to be false-positives.

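A gene's values at LP, EL and ML come from the same cows. The mean of each genotype and time-point was removed first. Libraries of the same cow then correlated across genes at a median r of 0.268 in liver and 0.276 in muscle (48 pairs each). Libraries of different cows at different time-points, whatever their genotypes, gave -0.0202 and -0.0172 (720 pairs each). For the genes the text of the paper names, 149 values of 100 genes could be compared by tissue and time-point. All 149 had the sign of the study's list. An unadjusted p under 0.05 by the quasi-likelihood test was seen for 76, an adjusted p under 0.05 over all genes for 0, and 47 were under 0.05 when adjusted over the list alone. The exact permutation test gave 60 a p under 0.05, of which 20 held when adjusted over the list alone. Since the study chose these genes on these samples, the counts over the list alone are not independent evidence. The study's test on the filterByExpr genes called 135 of the 149, and 57 of them stayed called in all 16 fits that each left out 1 cow. From their recurrence at every time-point in 1 direction, the paper reasons that the genes are unlikely to be false-positives.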

The second theme was ‘*metabolism, lipid and carbohydrate*’ related functions, including ‘*gluconeogenesis*’ and ‘*extra-cellular growth factor*’ in LP, ‘*biosynthetic process*’, ‘*lipid lipoprotein*’ and ‘*metabolic process*’ in EL, and ‘*lipid*’ and ‘*lipoprotein particle*’ at ML. There were also several interesting time-point specific functional annotation groups: ‘c*ell cycle/mitosis*’ in LP, ‘*tubulin*’ and ‘*tRNA*’ in EL in liver, and *‘actin/myosin*’ and ‘*tubulin*’ in EL in muscle.

### Global immune and inflammatory related gene annotations

Global differential expression of genes related to immune and inflammatory processes between Fert + and Fert- cows is a striking result in terms of reproductive efficiency. 

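BOLA-DQA2 (ENSBTAG00000009656) in liver was 6.32 ± 7.02 CPM in Fert+ and 14.5 ± 10.3 CPM in Fert- cows at LP, 4.93 ± 4.60 against 14.1 ± 7.15 CPM at EL and 8.25 ± 8.85 against 35.8 ± 26.1 CPM at ML (n = 8 each). Its log2 fold change was -1.20, -1.52 and -2.13, with standard errors of 0.94, 0.88 and 1.01 and adjusted p = 0.874, 0.482 and 0.408. In muscle BOLA-DQA2 was lower, at 2.30 ± 2.79 against 4.26 ± 2.78 CPM, 1.30 ± 1.24 against 3.13 ± 2.73 CPM and 1.80 ± 1.77 against 4.63 ± 2.48 CPM in Fert+ against Fert- cows, with log2 fold changes of -0.89, -1.26 and -1.35. Fert+ cows 430, 3397 and 3445 and Fert- cow 982 had under 1 CPM of BOLA-DQA2 in every library of both tissues. BOLA-DQA5 (ENSBTAG00000038128) had log2 fold changes of -0.96, -1.48 and -1.90 in liver and -1.20, -1.69 and -1.66 in muscle, and without Fert+ cow 756 its ratio at LP in liver moved from -0.96 to -1.60. BOLA (ENSBTAG00000022590) in muscle was 21.3 ± 30.4 against 57.9 ± 46.4 CPM at LP, 22.3 ± 32.7 against 60.5 ± 48.3 CPM at EL and 21.0 ± 29.5 against 63.3 ± 48.5 CPM at ML. Without Fert+ cow 3397 its log2 ratio of means at LP was -2.03 in place of -1.44. At EL it was -1.44 with all cows and -2.15 without Fert+ cow 430, and at ML -1.59 and -2.18. HLA-DQB2 (ENSBTAG00000003352) fell by 1.01, 1.21 and 1.52 on the log2 scale, with the value at EL from the fit without a gene filter. Over these 18 values adjusted p ran from 0.377 to 0.891 and the exact permutation p from 0.0155 to 0.176. The study's test gave 3.87e-22 to 0.0100, with its filter for BOLA and HLA-DQB2 and on the filterByExpr genes for BOLA-DQA2 and BOLA-DQA5, which that filter removed. Over the alternatives that tested a gene they ran from 5.19e-24 to 1.00.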

Genes down-regulated in Fert + cows included bovine leukocyte antigens *BOLA-DQA2* and *BOLA-DQA5* in both tissues as well as *BOLA* and *HLA-DQB2* in muscle. *BOLA-DQA1* and MHC class-1 *JSP.1* were up-regulated in muscle at every time-point in Fert + cows, and in liver both genes were up-regulated at both LP and ML. 

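BOLA-DQA1 (ENSBTAG00000037605) in muscle was 29.5 ± 23.0 CPM in Fert+ and 8.75 ± 12.8 CPM in Fert- cows at LP, 15.7 ± 7.86 against 8.01 ± 13.8 CPM at EL and 29.0 ± 19.3 against 11.4 ± 17.6 CPM at ML (n = 8 each), with log2 fold changes of 1.76, 0.96 and 1.35. In liver it was 75.8 ± 46.3 against 33.8 ± 49.8 CPM at LP and 95.5 ± 52.6 against 48.9 ± 71.8 CPM at ML, with log2 fold changes of 1.16 and 0.96. Standard errors of these values ran from 0.87 to 1.00 and adjusted p from 0.700 to 0.881. Exact permutation p ran from 0.0236 to 0.0706. Cows fell into those with high and those with low BOLA-DQA1 in both tissues, and Fert+ cow 756 and Fert- cows 164, 419, 426, 996 and 1000 were low in each of their 6 libraries. Fert- cow 982 had the highest BOLA-DQA1 in liver, and without that cow the log2 ratio of means rose from 1.75 to 2.57 at LP, 0.97 to 2.20 at EL and 1.35 to 2.28 at ML in muscle, and from 1.16 to 1.99 at LP and 0.97 to 1.83 at ML in liver. Under the study's test and filter, adjusted p was 8.08e-21 to 0.00158, and over all 9 alternatives 5.56e-22 to 1.00. JSP.1 (ENSBTAG00000020116) had log2 fold changes of 0.43, 0.38 and 0.38 in muscle (standard errors 0.60, 0.54 and 0.58, adjusted p = 0.913, 0.829 and 0.913). It was 33.7 ± 19.4 against 24.9 ± 30.1 CPM at LP there, and 71.8 ± 29.6 against 44.4 ± 28.8 CPM at LP and 101 ± 72.1 against 62.0 ± 41.6 CPM at ML in liver, where its log2 fold changes were 0.69 and 0.71 and adjusted p 0.817 and 0.580. By the study's test and filter JSP.1 was not DE in muscle (adjusted p = 0.253, 0.581 and 0.275, and 0.237 to 1.00 over all alternatives) and was DE in liver (0.0237 and 0.0249, and 0.0184 to 1.00). Fert- cow 419 has muscle libraries of counting batch B. Without it, the log2 ratio of means of JSP.1 in muscle moved from 0.44 to 1.15 at LP and from 0.38 to 1.06 at ML. Totals of those libraries differ from the uniquely mapped reads the study lists, so the study's JSP.1 values in muscle may rest on other counts.

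**Figure D1:**
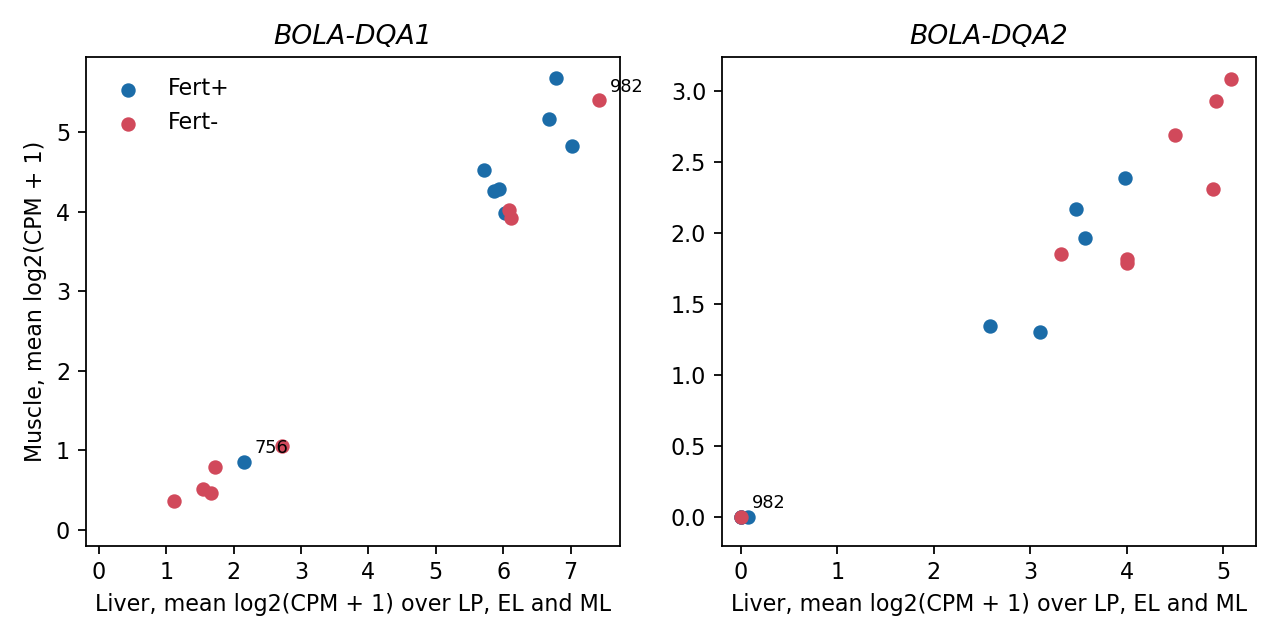
Mean log2(CPM + 1) over LP, EL and ML in liver (horizontal axis) and muscle (vertical axis) for BOLA-DQA1 and BOLA-DQA2, with a point per cow, 8 Fert+ and 8 Fert-. Fert+ cow 756 has low BOLA-DQA1 in both tissues and Fert- cow 982 has high BOLA-DQA1 and no BOLA-DQA2 in either.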

The ‘DQ’ genes are involved in pathogen-presentation to CD4(+) T-lymphocytes [42] and polymorphisms in these genes are involved in disease resistance in cattle [43]. While it was not possible to determine the cause of the immune responses observed, the allocation of resources towards these processes could have a systemic effect on the cows.

The solute carrier of carnitine, *SLC22A16*, was DE and down-regulated at all time-points in liver. 

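SLC22A16 (ENSBTAG00000010507) was 3.27 ± 2.33 CPM in Fert+ and 10.2 ± 7.54 CPM in Fert- cows at LP (n = 8 each, log2 fold change -1.63, standard error 0.57, adjusted p = 0.731). At EL it was 5.55 ± 5.74 against 11.4 ± 6.67 CPM (log2 fold change -1.04, adjusted p = 0.499) and at ML 4.21 ± 2.68 against 13.0 ± 6.73 CPM (log2 fold change -1.63, standard error 0.41, adjusted p = 0.224). At LP and ML 8 of 8 Fert+ cows were below the Fert- median and at EL 7 were, with exact permutation p = 0.0438, 0.0494 and 0.00186. The study's test and filter called it at each time-point (adjusted p = 9.19e-12, 0.0140 and 2.70e-11, and from 3.27e-12 to 0.814 over all alternatives).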

Carnitine has recently been described as a general inflammatory response marker in dairy cows [44] and has been investigated in diet-induced inflammation. It may also be a marker for mitochondrial disease caused by increased circulating fatty acids in obesity [45]. 

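In liver, COX7C (ENSBTAG00000039555) was 11.5 ± 6.93 CPM in Fert+ and 22.9 ± 8.90 CPM in Fert- cows at LP, 14.9 ± 8.36 against 29.7 ± 14.9 CPM at EL and 13.8 ± 8.56 against 29.0 ± 13.9 CPM at ML (n = 8 each). Its log2 fold change was -0.99, -0.99 and -1.07, with standard errors of 0.36, 0.40 and 0.36, adjusted p = 0.731, 0.386 and 0.287, and 7 of 8 Fert+ cows below the Fert- median each time. CYB5R2 (ENSBTAG00000016142) was near 1 CPM and had log2 fold changes of -1.23, -1.32 and -1.01 (adjusted p = 0.731, 0.379 and 0.413). Its log2 ratio of means moved from -1.20 to -0.61 at LP without Fert- cow 829 and from -0.99 to -0.26 at ML without Fert- cow 164. ISG12(B) (ENSBTAG00000004272) was 0.162 ± 0.137 against 5.28 ± 12.9 CPM at LP, 2.13 ± 4.25 against 1.05 ± 1.11 CPM at EL and 1.69 ± 4.04 against 3.80 ± 6.82 CPM at ML, so that its mean was lower in Fert+ cows at LP and ML and higher at EL (log2 fold changes -4.99, 1.04 and -1.13, standard errors 1.45, 0.88 and 1.11, the first from the fit without a gene filter). Single cows decided these means. Without Fert- cow 426, at 37.2 CPM, its log2 ratio at LP was -2.17 in place of -5.03. Without Fert+ cow 3397, at 12.6 and 11.7 CPM, it was -0.71 in place of 1.02 at EL and -3.85 in place of -1.17 at ML. The value at ML was 0.23 without Fert- cow 1000, at 20.3 CPM. Exact permutation p over the 9 values ran from 0.0123 to 0.835. All 9 were called by the study's test and filter (adjusted p from 6.04e-58 to 0.0320), with 6.04e-58 to 0.821 over the alternatives.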

Other mitochondrial-related genes were found globally down-regulated in liver, including cytochromes 7C (*COX7C*), *CYB5R2* and interferon-stimulated gene *ISG12(B)*, which may reside in the mitochondrial membrane and has been shown to mediate caspase-dependant apoptosis in humans [46]. One member of the caspase family, *CASP16* (a paralog of *CASP6*), was also found down-regulated. 

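CASP16 (ENSBTAG00000021407) was 3.73 ± 4.29 CPM in Fert+ and 8.30 ± 10.5 CPM in Fert- cows at LP, 1.91 ± 2.55 against 8.26 ± 9.83 CPM at EL and 4.25 ± 4.69 against 9.20 ± 11.7 CPM at ML in liver (n = 8 each), and its SD was above its mean in each group of 8. The log2 fold changes were -1.15, -2.04 and -1.15 (standard errors 1.24, 1.29 and 1.21, adjusted p = 0.920, 0.589 and 0.728, at EL from the fit without a gene filter). At LP the ratio moved from -1.15 to -0.53 without Fert- cow 426. Exact permutation p was 0.629, 0.251 and 0.605, while by the study's test adjusted p was 4.22e-06, 7.09e-10 and 9.60e-06. It ran from 2.79e-14 to 1.00 over the alternatives that tested the gene. The value at EL is with the study's filter, which removed the gene at LP and ML, and the others are on the filterByExpr genes.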

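Of the glutathione S-transferases in muscle, GSTM2 (ENSBTAG00000016472) was 1.35 ± 0.490 CPM in Fert+ and 4.69 ± 3.54 CPM in Fert- cows at LP, 1.50 ± 0.973 against 4.01 ± 2.52 CPM at EL and 1.90 ± 0.530 against 5.74 ± 4.46 CPM at ML (n = 8 each). Its log2 fold change was -1.80, -1.41 and -1.60, with standard errors of 0.40, 0.43 and 0.42 and adjusted p = 0.290, 0.225 and 0.490. All 8 Fert+ cows were below the Fert- median at each time-point (exact permutation p = 0.00528, 0.00373 and 0.00622). The median of GSTM2 was 2.15 CPM in batch A and 12.4 CPM in batch B muscle libraries. Those of batch B are all of Fert- cows 164 and 419, so counting batch and genotype overlap here. With counting batch as a term, chosen after seeing the data, the log2 fold change at ML was smaller in size. Without batch B the study's test still called GSTM2 (adjusted p = 1.87e-09, 0.00329 and 0.00078). GSTM3 (ENSBTAG00000001842) was more abundant, at 82.8 ± 47.7 against 174 ± 56.2 CPM at EL, and its log2 fold change was -0.66, -1.07 and -0.51 (exact permutation p = 0.0441, 0.00357 and 0.0827). GSTT1 (ENSBTAG00000040298) was 4.65 ± 3.60 against 8.08 ± 2.38 CPM at LP, with log2 fold changes of -0.79, -0.83 and -0.79 (exact permutation p = 0.0253, 0.0218 and 0.0191). Adjusted p for GSTM3 and GSTT1 ran from 0.222 to 0.789. It ran, by the study's test and filter, from 2.63e-16 to 0.0445 over the 9 values of the 3 genes, and over all alternatives from 2.00e-17 to 1.00.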

In muscle, three glutathione S-transferases, *GSTM2*, *GSTM3* and *GSTT1*, were globally down-regulated. These genes are activated by reactive oxygen species (ROS), and are necessary for clearing toxic oxidized glutathione from the cell [47]. This may be relevant to inflammatory processes, and therefore immune regulators are likely to respond.

### Time-point based assessment of annotations

#### Late pregnancy

##### ‘Immune and inflammatory’ related

An interesting group of genes found up-regulated at LP in liver included an ortholog of the complement factor H (ENSBTAG00000024647 found DE at approx. one fifth the expression level of *CFH*, ENSBTAG00000039995), CFH receptor 4 (*CFHR4*), which was the most abundant DE gene, and complement factor D (*CFD*). These genes represent an immunological response to disease, and also to the products of apoptosis and other cellular debris [48]. 

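CFHR4 (ENSBTAG00000040409) in liver at LP was 1496 ± 898 CPM in Fert+ and 711 ± 447 CPM in Fert- cows (n = 8 each, log2 fold change 1.07, standard error 0.47, adjusted p = 0.757, exact permutation p = 0.0261). It ranked the third by CPM among the 402 genes the study lists at LP and the first by the FPKM the study gives. CFD (ENSBTAG00000046245) was 1.61 ± 0.714 against 0.712 ± 0.430 CPM (log2 fold change 1.16, standard error 0.35, adjusted p = 0.731, exact permutation p = 0.00730). For both genes, 8 of 8 Fert+ cows were above the Fert- median. In the study's test with its filter, adjusted p was 9.95e-06 and 0.000518, against a range of 5.43e-06 to 0.921 over the alternatives.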

Differences in expression may indicate that Fert + cows have greater ability to regulate inflammation compared with Fert- cows at this timepoint.

##### ‘Metabolism, lipid and carbohydrate’ related

Functional annotation groups of the genes DE in liver during LP revealed the annotation term ‘*gluconeogenesis*’. This group included pyruvate carboxylase (*PC*), serine dehydratase (*SDS*), fructose-1,6-biphosphatase 2 (*FBP2*) and histidine decarboxylase (*HDC*), which were all down-regulated in Fert + animals (i.e., more highly expressed in Fert- animals). 

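PC (ENSBTAG00000019700) was 434 ± 147 CPM in Fert+ and 754 ± 811 CPM in Fert- cows (n = 8 each), with a log2 fold change of -0.80 (standard error 0.41, adjusted p = 0.809). SDS (ENSBTAG00000031814) was 12.5 ± 6.24 against 33.8 ± 65.0 CPM (log2 fold change -1.43, standard error 0.72, adjusted p = 0.795). Both differences rest on Fert- cow 426, with 2746 CPM of PC and 194.6 CPM of SDS. Without that cow the log2 ratio of means was -0.11 in place of -0.80 for PC and 0.22 in place of -1.43 for SDS, whose direction changed. FBP2 (ENSBTAG00000019554) was 3.98 ± 4.44 against 6.83 ± 4.84 CPM (log2 fold change -0.78, standard error 0.91, adjusted p = 0.930) and HDC (ENSBTAG00000009911) 2.24 ± 0.948 against 4.64 ± 4.41 CPM (log2 fold change -1.04, standard error 0.47, adjusted p = 0.757). Exact permutation p was 0.268 for PC, 0.675 for SDS, 0.263 for FBP2 and 0.201 for HDC. After the study's test and filter, adjusted p was 0.00415, 8.39e-10, 0.0136 and 0.000227, and over all alternatives it ran from 2.83e-10 to 1.00. From the higher expression of these genes in Fert- cows, together with the role of PC in making glucose from amino acids, the paper proposes that Fert- cows began to use body reserves for gluconeogenesis earlier.

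**Figure D2:**
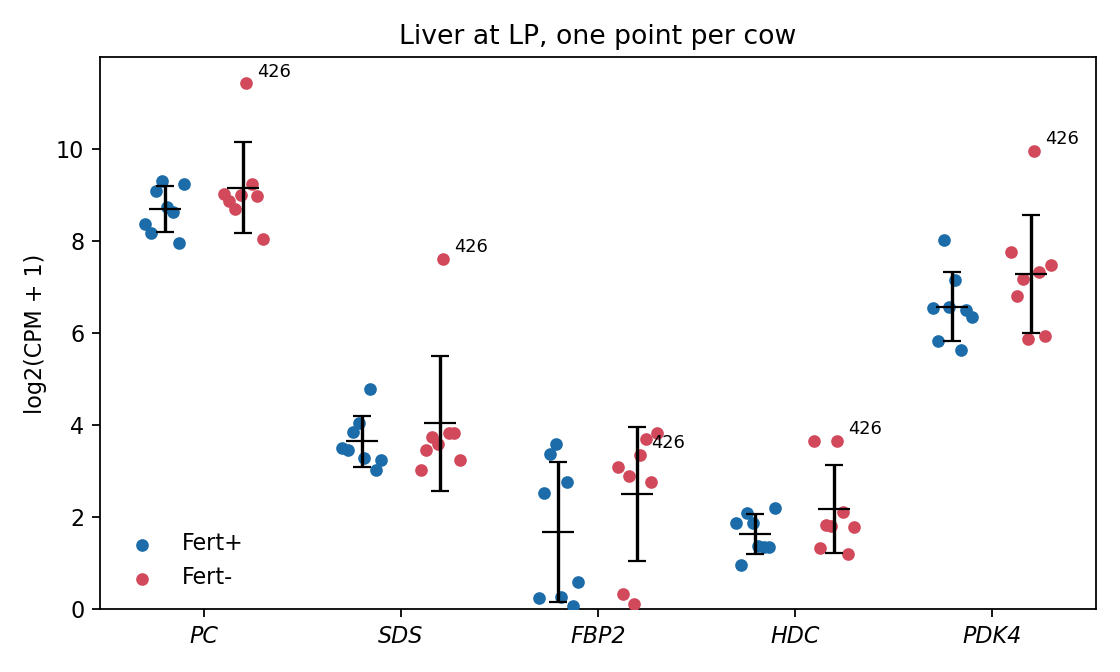
Log2(CPM + 1) of PC, SDS, FBP2, HDC and PDK4 in liver at LP, with a point per cow (8 Fert+ and 8 Fert-), the mean as a horizontal mark and the SD as the bar. Cow 426 is labelled and is the highest Fert- cow for PC, SDS and PDK4.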

The role of *PC* is to convert pyruvate to oxaloacetate using lactate or amino acids (especially alanine, glycine, serine, cysteine and tryptophan) as a precursor, eventually resulting in glucose production. During periods of negative energy balance, the ‘labile protein reserve’ of skeletal muscle is a significant source of amino acids for hepatic gluconeogenesis [14]. This suggests that Fert- cows may have begun using body reserves for gluconeogenesis earlier than Fert + cows [5]. Further evidence for this comes from both the liver and muscle at LP.

The enzyme pyruvate dehydrogenase kinase 4 (*PDK4)* phosphorylates pyruvate dehydrogenase, thereby inhibiting conversion of pyruvate to acetyl coA. Greater tissue expression of *PDK4* has been implicated in switching to use of NEFAs for cellular energy requirements rather than use of pyruvate [49]. In our study *PDK4* was down-regulated in both liver and muscle (and was expressed at very high levels in the latter in Fert- animals, see Additional file 1: Table S1). It has been hypothesised that *PDK4* might be a ‘lipid-status’ responsive gene that facilitates pyruvate conservation. 

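PDK4 (ENSBTAG00000014069) at LP was 108 ± 67.4 CPM in Fert+ and 240.4 ± 310.4 CPM in Fert- cows in liver and 1031 ± 568 against 1822 ± 867 CPM in muscle (n = 8 each). The log2 fold change was -1.16 in liver (standard error 0.56, adjusted p = 0.773, exact permutation p = 0.197) and -0.82 in muscle (standard error 0.40, adjusted p = 0.744, exact permutation p = 0.0639). In each tissue 7 of 8 Fert+ cows were below the Fert- median. Without Fert- cow 426, whose PDK4 was 996 CPM, the log2 ratio of means in liver was -0.30 in place of -1.16. In muscle PDK4 had the highest CPM of the 262 genes the study lists at LP and ranked 73 of all genes. Adjusted p by the study's test and filter was 1.18e-06 in liver and 0.000128 in muscle, with 5.49e-07 to 0.848 over the alternatives.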

Increased *PDK4* expression mirrors lipid mobilization from adipose under starvation conditions [50]. This may indicate greater reliance on mobilised NEFA for cellular energy requirements in Fert- cows. 

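At LP in muscle FABP4 (ENSBTAG00000037526) was 2.05 ± 1.78 CPM in Fert+ and 3.35 ± 2.87 CPM in Fert- cows (n = 8 each), with a log2 fold change of -0.71 (standard error 0.54, adjusted p = 0.837, exact permutation p = 0.297) and 4 of 8 Fert+ cows below the Fert- median. It was called by the study's test and filter (adjusted p = 0.0233, and 0.0191 to 0.941 over the alternatives) and stayed called in 9 of 16 fits that each left out 1 cow. ADIPOQ, a transcript of adipocytes, was at 6.41 CPM in Fert+ and 8.60 CPM in Fert- muscle.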

In further support of this, fatty acid binding protein *FABP4*, which was up-regulated in Fert- cows in muscle, has been shown to have lipolytic activity in skeletal muscle [51]. Thus the increased *PC* and *PDK4* expression in Fert- animals may be the signature of muscle breakdown to provide amino acids for oxaloacetate production, as well as use of adipose and intramuscular fat for energy requirements. As this time-point is 3 weeks prepartum, however, it may be mistimed. The expression pattern observed indicates that Fert- cows might have initiated body reserve usage before Fert + cows, which may have a long term impact on their BCS further along in lactation.

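TIEG1 (ENSBTAG00000014396) in muscle at LP was 428 ± 130.0 CPM in Fert+ and 244 ± 103 CPM in Fert- cows (n = 8 each). The log2 fold change was 0.81 (standard error 0.26, adjusted p = 0.510), and 7 of 8 Fert+ cows were above the Fert- median (exact permutation p = 0.0196). Under the study's test and filter, adjusted p was 0.000164, and over the alternatives 0.000109 to 0.745.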

At LP in muscle, we found the transforming growth factor-beta-inducible early growth response protein *TIEG1* up-regulated. This protein has been implicated in two key cellular processes: (i) apoptosis of cells damaged as a result of mitochondrial beta-oxidation of fatty acids during NEB; and (ii) inhibiting cell proliferation [49]. 

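ECHDC2 (ENSBTAG00000002910) at LP in muscle was 24.5 ± 7.23 CPM in Fert+ and 16.3 ± 4.74 CPM in Fert- cows (n = 8 each), with a log2 fold change of 0.58 (standard error 0.18, adjusted p = 0.506) and 8 of 8 Fert+ cows above the Fert- median (exact permutation p = 0.00730). FADS3 (ENSBTAG00000015511) was 7.49 ± 2.82 against 4.91 ± 1.52 CPM, a log2 fold change of 0.61 (standard error 0.22, adjusted p = 0.637), with 7 of 8 above (exact permutation p = 0.0343). Their adjusted p was 0.0329 and 0.0380 by the study's test and filter, and over the alternatives between 0.0274 and 0.768.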

Other up-regulated genes with a functional role in this area include enoyl-coA hydratase *ECHDC2*, which is involved in the second step of beta-oxidation producing NADPH and acetyl CoA, and the fatty acid desaturase *FADS3*, the function of which is still not well understood but is known to be regulated by the presence of LCFA [52].

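In liver at LP, CPT1B (ENSBTAG00000016048) was 7.12 ± 4.22 CPM in Fert+ and 13.9 ± 10.4 CPM in Fert- cows (n = 8 each, log2 fold change -0.97, standard error 0.45, adjusted p = 0.764, exact permutation p = 0.108). SLC25A25 (ENSBTAG00000011912) was 43.0 ± 13.0 against 70.3 ± 42.0 CPM (log2 fold change -0.71, standard error 0.29, adjusted p = 0.731, exact permutation p = 0.0617). The COX7B copy ENSBTAG00000037415 was 9.34 ± 11.6 against 5.15 ± 1.91 CPM, a log2 fold change of 0.87 (standard error 0.58, adjusted p = 0.861), and the copy ENSBTAG00000030735 was 6.19 ± 11.2 against 0.380 ± 0.119 CPM, a log2 fold change of 4.03 in the fit without a gene filter. For both copies 6 of 8 Fert+ cows were below the Fert- median (exact permutation p = 0.694 and 0.465), and the higher means came from Fert+ cows 33 and 756, whose libraries are of counting batch B. With counting batch as a term, chosen after seeing the data, the log2 fold change of the first copy was -0.72 (adjusted p = 0.696). Without cow 33 the log2 ratio of the other copy was 3.24 in place of 4.02. By the study's test and filter the adjusted p-values of these genes were 0.000272, 0.0188, 0.00248 and 2.06e-47, over a range of 2.06e-47 to 1.00 across alternatives.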

Other genes were annotated as having ‘*mitochondrial*’ functions including carnitine palmitoyl transferase (*CPT1B*), cytochrome oxidase *COX7C* and the calcium-binding mitochondrial solute carrier *SLC25A25*, all of which were down-regulated, whereas two orthologs of *COX7B* were both up-regulated. 

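SOCS2 (ENSBTAG00000012007) at LP was 26.1 ± 8.33 CPM in Fert+ and 46.0 ± 21.5 CPM in Fert- cows in liver and 5.36 ± 1.44 against 9.13 ± 5.98 CPM in muscle (n = 8 each). The log2 fold change was -0.82 in liver (standard error 0.27, adjusted p = 0.731) and -0.77 in muscle (standard error 0.34, adjusted p = 0.711). In both tissues 8 of 8 Fert+ cows were below the Fert- median (exact permutation p = 0.0298 and 0.180). IGFBP1 (ENSBTAG00000046768) in liver was 131 ± 79.3 against 519 ± 822 CPM (log2 fold change -1.99, standard error 0.75, adjusted p = 0.731, exact permutation p = 0.115), with 7 of 8 Fert+ cows below. Without Fert- cow 426, at 2504 CPM, its log2 ratio was -0.85 in place of -1.99. All 3 values passed the study's test and filter (adjusted p = 0.00320, 0.00194 and 2.29e-19), and their adjusted p ran from 2.99e-20 to 0.814 over the alternatives.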

The suppressor of cytokine signalling *SOCS2* and insulin-like growth factor binding protein *IGFBP1*, both down-regulated, attenuate growth hormone (*GH*) signalling under fasting conditions [53]. Although LP is not a period of fasting, voluntary feed intake has been shown to decline in dairy cattle as parturition approaches, especially during the final week prepartum [8]. A shift towards earlier usage of labile body reserves in Fert- animals during LP was supported by our results, highlighting an aberration in energy metabolism that warrants further study. 

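LPIN1 (ENSBTAG00000007689) in liver at LP was 31.0 ± 10.7 CPM in Fert+ and 54.2 ± 57.1 CPM in Fert- cows (n = 8 each), and 3 of 8 Fert+ cows were below the Fert- median. The log2 fold change was -0.80 (standard error 0.50, adjusted p = 0.846, exact permutation p = 0.554). In the study's test with its filter, adjusted p was 0.00373, with 0.00288 to 1.00 over the alternatives.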

Further support for this was found with lipin 1 (*LPIN1*), down-regulated, which is involved in regulation of lipid metabolism by formation of a transcriptional regulation complex with peroxisome proliferator-activated receptor (PPAR) pathway genes *PPARA* and *PGC-1A* [54]. Circulating NEFA and glucose concentrations were not different at this time-point, however (see Fig. 1 and [17]).

### Early lactation

#### ‘Immune and inflammatory’ related

Alpha-1-acid glycoprotein 1 (*AGP1*; also called orosomucoid-1 (*ORM1*)) is a key gene involved in immune and inflammation regulation and response. AGP1 was down-regulated in liver at EL. This gene was the third most abundant transcript at EL using mean FPKM values. 

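AGP (ENSBTAG00000017294) at EL was 7789 ± 7227 CPM in Fert+ and 18260 ± 17770 CPM in Fert- cows in liver (n = 8 each), from 2104 to 22930 CPM and from 2982 to 52170 CPM. The log2 fold change was -1.23 (standard error 0.65, adjusted p = 0.453), with 6 of 8 Fert+ cows below the Fert- median (exact permutation p = 0.171). After the study's test and filter, adjusted p was 0.00109, and under the alternatives 1.21e-05 to 0.529.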

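By mean CPM over the 16 liver libraries at EL, which is 13030 for AGP and takes no account of gene length, AGP ranked 8 of 19976 genes. Among the 338 genes the study lists at EL it ranked the first.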

Functionally, *AGP* is an acute-phase plasma protein. In dairy cows, concentrations in blood increase with the severity of uterine bacterial infection and decline during uterine involution [55]. This is consistent with previous observations of the more favourable early postpartum uterine health status in Fert + cows compared with Fert- cows [19]. 

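SAA3 (ENSBTAG00000022396) in liver at EL was 84.2 ± 129 CPM in Fert+ and 187 ± 344 CPM in Fert- cows (n = 8 each), and the log2 fold change was -1.15 (standard error 1.18, adjusted p = 0.680, exact permutation p = 0.471). With 4 of 8 Fert+ cows above and 4 below the Fert- median, the direction rested on Fert- cow 982, at 973 CPM. Without that cow the log2 ratio of means was 0.17 in place of -1.15. Adjusted p by the study's test and filter was 0.00318, and over the alternatives it ran from 6.24e-05 to 0.774. Additional file 1 as held gives no identifier under the name of mammary serum amyloid A3.2, so that gene is not analysed here.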

Additional genes involved in the acute phase response that were down-regulated included serum amyloid A3 (*SAA3*) and mammary serum amyloid A3.2 (*MSAA3.2*). *SAA3* expression is induced in endometrial epithelial cells in response to challenge with *Escherichia coli* [56]. 

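CCL3 (ENSBTAG00000025250) in liver at EL was 1.03 ± 0.509 CPM in Fert+ and 3.07 ± 4.41 CPM in Fert- cows (n = 8 each, log2 fold change -1.56, standard error 0.59, adjusted p = 0.385). CCL4 (ENSBTAG00000025257) was 3.42 ± 1.70 against 6.93 ± 9.69 CPM (log2 fold change -1.02, standard error 0.54, adjusted p = 0.453). Without Fert- cow 164 the log2 ratio of means of CCL3 was -0.58 in place of -1.57 and that of CCL4 -0.04 in place of -1.02. CCL21 (ENSBTAG00000010161) was 0.848 ± 0.509 against 1.83 ± 1.08 CPM (log2 fold change -1.10, standard error 0.38, adjusted p = 0.379), with 7 of 8 Fert+ cows below the Fert- median. CXCL10 (ENSBTAG00000001725) was 5.03 ± 3.03 against 12.4 ± 13.3 CPM (log2 fold change -1.30, standard error 0.54, adjusted p = 0.394), and without Fert- cow 982 its log2 ratio was -0.65 in place of -1.30. Exact permutation p was 0.129, 0.360, 0.0132 and 0.0699 in this order. All 4 were called by the study's test and filter (adjusted p from 5.23e-05 to 0.0246), while over the alternatives adjusted p lay between 4.81e-07 and 0.963.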

Chemokines that were down-regulated include *CCL3, CCL4*, *CCL21* and *CXCL10*. These chemokines are known to play a functional role in the inflammatory response [57, 58]. Mannose-binding lectin (*MBL1*), also down-regulated, is important in bacterial recognition and innate immunity in cattle. A study using quantitative PCR assays reported elevated hepatic *MBL1* mRNA levels in cows with clinical mastitis compared with healthy cows, leading to the conclusion that *MBL1* may contribute to resistance to bacterial infection [59].

Activins, inhibins and follistatins are classically known for their role in regulating the synthesis, release and bioactivity of follicle stimulating hormone. These proteins are also involved in inflammation and immune response in many tissues. 

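At EL in liver INHBE (ENSBTAG00000006599) was 94.9 ± 71.0 CPM in Fert+ and 47.5 ± 24.0 CPM in Fert- cows (n = 8 each), with 6 of 8 Fert+ cows above the Fert- median. The log2 fold change was 1.00 (standard error 0.45, adjusted p = 0.405, exact permutation p = 0.159). Under the study's test and filter, adjusted p was 0.0143 (0.000659 to 0.477 over the alternatives).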

Inhibin E (*INHBE*), which is the precursor of activin bE, was found to be up-regulated at EL in liver. Activin bE has a high level of similarity to activin A, and can also bind its targets [60]. Activin A is well established as a pro-inflammatory mediator at lower levels of expression, but once inflammation is established and activin A levels rise, an inhibitory effect is seen [61]. Activins are bound by the binding proteins alpha-2-macroglobulin and follistatins. We found the follistatins *FST* and *FSTL1* up-regulated at EL. These genes are implicated in inhibition of activins, and therefore might allow inflammation to proceed [61]. 

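FST (ENSBTAG00000003329) was 8.48 ± 9.03 CPM in Fert+ and 3.77 ± 1.28 CPM in Fert- cows (n = 8 each, log2 fold change 1.17, standard error 0.43, adjusted p = 0.379, exact permutation p = 0.0559). FSTL1 (ENSBTAG00000022155) was 127 ± 136 against 62.6 ± 33.6 CPM (log2 fold change 1.02, standard error 0.47, adjusted p = 0.415, exact permutation p = 0.167). Fert+ cow 3847, whose liver library at EL is of counting batch B, had the highest value of both, and without it the log2 ratio of means was 0.50 in place of 1.17 for FST and 0.36 in place of 1.02 for FSTL1. In the study's test with its filter, adjusted p was 0.00309 and 0.0122, and under the alternatives 8.17e-05 to 0.478.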

There may be an interesting feedback system operating given that we have found both the potentially anti-inflammatory agent *INHBE* and its follistatin regulators up-regulated at EL.

Three genes annotated as tumour necrosis factor receptors were up-regulated (*TNFSR6D*, *TNFSR10B*, *TNFSR12A*). These genes are involved in regulating inflammation, in particular during the induction of apoptosis [62]. 

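The tumour necrosis factor receptors that Additional file 1 lists at EL include TNFRSF10D (ENSBTAG00000047389), at 11.8 ± 8.86 CPM in Fert+ and 4.91 ± 2.72 CPM in Fert- cows (n = 8 each, log2 fold change 1.26, standard error 0.43, adjusted p = 0.379). TNFRSF12A (ENSBTAG00000012082) was 2.74 ± 4.96 against 0.885 ± 0.550 CPM (log2 fold change 1.62, standard error 0.70, adjusted p = 0.397). TNFRSF6B (ENSBTAG00000027407) was 11.9 ± 31.3 against 0.759 ± 1.68 CPM, with a log2 fold change of 3.98 in the fit without a gene filter (standard error 1.53, adjusted p = 0.449). Exact permutation p was 0.0424, 0.318 and 0.242. Fert+ cow 3847 had 15.0 CPM of TNFRSF12A and 89.4 CPM of TNFRSF6B, and without it their log2 ratios were 0.16 in place of 1.63 and 0.18 in place of 3.97. After the study's test and filter, adjusted p was 0.000821, 3.10e-05 and 2.06e-30, and over the alternatives it ran from 9.39e-43 to 0.465.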

Multiple S100A gene family members known to play multiple roles in inflammatory processes were down-regulated in Fert + animals (*S100A4*, *S100A8*, *S100A9*, *S100A12 and S100A13*). In particular, the calgranulins *(S100A8, S100A9*, and *S100A12)* combine to form calprotectin, which is anti-inflammatory and reduces oxidative damage by reactive oxygen species (ROS) in hepatocytes [63]. Also of note, the superoxide dismutase *SOD2* was up-regulated. 

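S100A4 (ENSBTAG00000019203) was 1.74 ± 0.423 CPM in Fert+ and 4.12 ± 2.67 CPM in Fert- cows (n = 8 each, log2 fold change -1.24, standard error 0.31, adjusted p = 0.379), with 8 of 8 Fert+ cows below the Fert- median (exact permutation p = 0.000932). S100A8 (ENSBTAG00000012640) was 2.92 ± 5.66 against 9.25 ± 18.2 CPM (log2 fold change -1.67, standard error 1.11, adjusted p = 0.527), S100A9 (ENSBTAG00000006505) 6.38 ± 12.7 against 16.3 ± 28.5 CPM and S100A12 (ENSBTAG00000012638) 8.79 ± 15.1 against 28.2 ± 50.1 CPM, the latter pair with log2 fold changes of -1.36 and -1.68. For these 3 calgranulins exact permutation p was 0.493, 0.423 and 0.264. Fert+ cow 3847 was the highest Fert+ cow for each, and without it their log2 ratios were -3.32, -3.09 and -3.01 in place of -1.67, -1.36 and -1.68. Without Fert- cow 164, the highest Fert- cow for each, they were -0.07, -0.15 and -0.35, so that single cows decide the size of these differences. S100A13 (ENSBTAG00000021378) was 7.12 ± 3.84 against 13.8 ± 9.84 CPM (log2 fold change -0.95, standard error 0.40, adjusted p = 0.394, exact permutation p = 0.0883). All 5 genes passed the study's test and filter (adjusted p from 9.37e-07 to 0.0351), and over the alternatives adjusted p ran from 4.18e-10 to 0.664. S100A8, S100A9 and S100A12 are also abundant in neutrophils, and no other gene of the neutrophil list has an identifier in Additional files 1 and 2.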

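SOD2 (ENSBTAG00000006523) at EL in liver was 59.7 ± 84.9 CPM in Fert+ and 29.9 ± 5.22 CPM in Fert- cows (n = 8 each), a log2 fold change of 1.00 (standard error 0.48, adjusted p = 0.428, exact permutation p = 0.547), with 4 of 8 Fert+ cows above and 4 below the Fert- median. Fert+ cow 3847 had 269 CPM and the next Fert+ cow 37.4 CPM. Without cow 3847 the log2 ratio of means was -0.01 in place of 1.00. Adjusted p by the study's test and filter was 0.0159. Over the alternatives adjusted p ran from 0.000788 to 0.989, and DESeq2, which replaces outlying counts, put the log2 fold change at -0.0065.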

SOD2 is a mitochondrial anti-oxidant and is a nucleoid constituent with mitochondrial DNA (mtDNA) to protect against damage by ROS that might otherwise cause mitochondrial dysfunction [64]. Collectively, these findings suggest that the Fert + cows had greater antioxidant capacity during early lactation, which is particularly important at this time to combat increased metabolism-related production of ROS (e.g. oxidation of fatty acids).

#### ‘Metabolism, lipid and carbohydrate’ related

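PGM3 (ENSBTAG00000000679) was 17.4 ± 14.6 CPM in Fert+ and 8.28 ± 3.62 CPM in Fert- cows in liver at EL (n = 8 each, log2 fold change 1.07, standard error 0.39, adjusted p = 0.379, exact permutation p = 0.0597). ASNS (ENSBTAG00000003222) was 69.4 ± 48.0 against 25.4 ± 19.0 CPM (log2 fold change 1.45, standard error 0.47, adjusted p = 0.379), with 7 of 8 Fert+ cows above the Fert- median (exact permutation p = 0.0197). SUCLA2 (ENSBTAG00000006759) was 36.6 ± 38.8 against 16.4 ± 3.08 CPM (log2 fold change 1.16, standard error 0.39, adjusted p = 0.379), with 7 of 8 above (exact permutation p = 0.0202), and its log2 ratio was 0.50 in place of 1.16 without Fert+ cow 3847. PSPH (ENSBTAG00000013081) was 29.1 ± 22.7 against 13.6 ± 15.3 CPM (log2 fold change 1.10, standard error 0.59, adjusted p = 0.458, exact permutation p = 0.140), and its log2 ratio was 1.81 in place of 1.10 without Fert- cow 164. By the study's test and filter adjusted p ran from 3.10e-05 to 0.00755 over the 4 genes, and over the alternatives from 6.36e-08 to 0.540.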

We found genes that suggested increased potential for gluconeogenesis at EL in liver. All of the genes discussed herein were up-regulated unless otherwise specified. Phosphoglycomutase (*PGM3*) converts glucose-1-phosphate to glucose-6-phosphate in glycogenolysis, facilitating conversion of stored glycogen to glucose if required [65]. Asparagine synthase (*ASNS*) converts aspartate to asparagine, which can then be converted to oxoaloacetate (the rate limiting compound in gluconeogenesis) for use in the citric acid cycle [66]. Further on in that cycle, succinyl-CoA is converted to succinate by succinyl-CoA synthetase (*SUCLA2*). Serine is a glucogenic amino-acid [67]; the final step of serine production from phosphoserine is controlled by the enzyme phosphoserine phosphatase (*PSPH*).

In muscle, annotation terms *‘lipid lipoprotein*’, ‘*metabolic process*’ and ‘*amine process*’ all had multiple up-regulated DE genes involved in glucose and fatty acid metabolism. These genes included: serine dehydratase (*SDS*), which is involved in serine metabolism; phenylethanolamine N-methyltransferase (*PNMT*), which is involved in norepinephrine conversion to epinephrine; low-density lipoprotein receptor (*LDLR*); protein kinase gamma *PRKAG3*; pyruvate kinase *PKM2*; phosphoglycerate mutase *PGMA2*; pyruvate dehydrogenase *PDP2*; the peroxisome proliferator-activated receptor co-activator *PPARGC1A*; *ECHDC2*; enolase *ENO3*; glycerol-3-phosphate dehydrogenase 1 (*GDP1*) and lactate dehydrogenase (*LDHA*). 

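In muscle at EL the log2 fold changes of SDS, PNMT, PRKAG3, PKM2, PGAM2, PDP2, PPARGC1A, ECHDC2, ENO3, GPD1 and LDHA were all positive, from 0.80 to 1.47 with standard errors of 0.23 to 0.71 (n = 8 cows per genotype). Adjusted p ran from 0.0914 to 0.495 and exact permutation p from 0.000155, the smallest that can be had, to 0.295. The smallest of both were those of ECHDC2, at 22.3 ± 8.74 CPM in Fert+ and 8.91 ± 2.38 CPM in Fert- cows and higher in 8 of 8 Fert+ cows than the Fert- median (log2 fold change 1.32). Enzymes of glycolysis were among the abundant genes, with PKM2 (ENSBTAG00000001601) at 4661 ± 2380 against 2313 ± 1024 CPM (exact permutation p = 0.0284), PGAM2 (ENSBTAG00000014547) at 625 ± 248 against 292 ± 145 CPM (exact permutation p = 0.00528) and ENO3 (ENSBTAG00000005534) at 5488 ± 2400 against 2693 ± 1507 CPM (exact permutation p = 0.0180). PPARGC1A (ENSBTAG00000017024) was 71.1 ± 129 against 25.6 ± 21.8 CPM (log2 fold change 1.47, standard error 0.71, adjusted p = 0.430, exact permutation p = 0.295). Its difference rests on Fert+ cow 756, at 389.5 CPM, without which the log2 ratio of means was 0.00 in place of 1.47. For SDS the log2 ratio was 1.54 in place of 0.92 without Fert- cow 829. All 11 genes passed the study's test and filter (adjusted p from 4.99e-08 to 0.0279), and over the alternatives adjusted p lay between 1.04e-12 and 1.00.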

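ESRRG (ENSBTAG00000010392) in muscle at EL was 4.57 ± 5.51 CPM in Fert+ and 1.81 ± 1.47 CPM in Fert- cows (n = 8 each, log2 fold change 1.32, standard error 0.63, adjusted p = 0.430, exact permutation p = 0.246), and 4 of 8 Fert+ cows were above the Fert- median. Without Fert+ cow 756 the log2 ratio of means was 0.65 in place of 1.33. Adjusted p was 1.70e-05 by the study's test and filter and 6.06e-08 to 0.560 over the alternatives.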

A recent review highlighted the action of *PPARGC1A* in inducing a variety of genes under fasting conditions including estrogen related receptor gamma *ESRRG*, which we found up-regulated [53]. 

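SLC2A1 (ENSBTAG00000009617) was 5.53 ± 4.28 CPM in Fert+ and 3.09 ± 1.66 CPM in Fert- cows in muscle at EL (n = 8 each, log2 fold change 0.83, standard error 0.42, adjusted p = 0.447, exact permutation p = 0.184). SLC2A4 (ENSBTAG00000009190) was 127 ± 85.5 against 66.7 ± 32.5 CPM (log2 fold change 0.93, standard error 0.43, adjusted p = 0.408, exact permutation p = 0.159). For both, 5 of 8 Fert+ cows were above the Fert- median. Both were called by the study's test and filter (adjusted p = 0.0191 and 0.00253), and adjusted p ran from 2.49e-05 to 0.560 over the alternatives.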

We also found glucose transporters *GLUT1* and *GLUT4* (or *SLC2A1* and *SLC2A4*) up-regulated. 

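In muscle at EL, ACSL4 (ENSBTAG00000018986) was 127 ± 42.7 CPM in Fert+ and 248 ± 179 CPM in Fert- cows (n = 8 each, log2 fold change -0.97, standard error 0.38, adjusted p = 0.333, exact permutation p = 0.121). APOD (ENSBTAG00000023600) was 30.6 ± 18.7 against 52.2 ± 39.1 CPM (log2 fold change -0.77, standard error 0.44, adjusted p = 0.497, exact permutation p = 0.169) and MAOA (ENSBTAG00000016206) 29.5 ± 12.2 against 60.1 ± 42.2 CPM (log2 fold change -1.03, standard error 0.40, adjusted p = 0.336, exact permutation p = 0.106). For ACSL4 and MAOA 8 of 8 Fert+ cows were below the Fert- median. Adjusted p was 0.00236, 0.0322 and 0.000978 by the study's test and filter, and 6.05e-06 to 0.632 over the alternatives. APOA2 (ENSBTAG00000009212) had at most 2 counts in a Fert+ library and at most 21 in a Fert- library, so that no fold change is given, and Fert- cow 996 held the highest count (exact permutation p = 0.0816). APOA2 is among the liver-secreted transcripts that rose together in single muscle libraries.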

Related genes found down-regulated include acyl-CoA synthase *ACSL4*, apolipoproteins *APOA2* and *APOD* and monoamine oxidase MAOA.

### Mid-Lactation

#### ‘Immune and inflammatory’ related

Multiple acute phase protein genes such as *SAA1*, *SAA2* and *SAA3*, haptoglobin (*HP*) and glutathione peroxidises *GPX2* and *GPX3* were all down-regulated in liver. Similarly in muscle, acute phase proteins *HP*, *SAA1*, *AGP* and fibrinogens *FGA*, *FGB* and *FGG* were all down-regulated. These genes have been shown to have greater serum protein expression in cows during disease states [68]. These results once more indicate an inherently different ability to regulate inflammation between cows with divergent genetic merit for fertility.

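At ML in liver HP (ENSBTAG00000006354) was 884 ± 946 CPM in Fert+ and 4053 ± 9380 CPM in Fert- cows (n = 8 each, log2 fold change -2.20, standard error 1.19, adjusted p = 0.463, exact permutation p = 0.422). SAA1 (ENSBTAG00000022394) was 464 ± 284 against 818 ± 1169 CPM (log2 fold change -0.82, adjusted p = 0.651), SAA2 (ENSBTAG00000022395) 300.1 ± 221 against 681 ± 1307 CPM (log2 fold change -1.18, adjusted p = 0.605) and SAA3 9.68 ± 4.43 against 34.5 ± 51.0 CPM (log2 fold change -1.82, adjusted p = 0.324). Fert- cow 996 had 27180 CPM of HP, 3574 of SAA1, 3873 of SAA2 and 158 of SAA3. Without that cow the log2 ratio of means was 0.24 in place of -2.20 for HP, 0.13 in place of -0.82 for SAA1, 0.42 in place of -1.18 for SAA2 and -0.80 in place of -1.83 for SAA3, so that 3 of the 4 changed direction. For SAA3 8 of 8 Fert+ cows were below the Fert- median, and for SAA1 and SAA2 3 were. GPX2 (ENSBTAG00000048112) was 0.631 ± 0.477 against 1.21 ± 1.00 CPM (log2 fold change -0.92, standard error 0.49, adjusted p = 0.451) and GPX3 (ENSBTAG00000043553) 219 ± 341 against 863 ± 1375 CPM (log2 fold change -1.98, standard error 0.99, adjusted p = 0.427), whose log2 ratio was -3.12 in place of -1.98 without Fert+ cow 430 and -1.00 without Fert- cow 996. Exact permutation p over the 6 genes ran from 0.154 to 0.857. All passed the study's test and filter (adjusted p from 1.04e-22 to 0.0291), against 2.25e-24 to 0.920 over the alternatives, and DESeq2 gave HP and SAA2 the opposite sign (log2 fold changes 0.25 and 0.41).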

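In muscle at ML these transcripts had few counts. HP was 0.222 ± 0.0854 CPM in Fert+ and 3.29 ± 8.44 CPM in Fert- cows (n = 8 each, log2 fold change -3.86 in the fit without a gene filter), SAA1 0.195 ± 0.291 against 0.683 ± 1.45 CPM, AGP 1.74 ± 2.78 against 2.96 ± 3.57 CPM, FGA (ENSBTAG00000001638) 1.58 ± 2.52 against 5.42 ± 9.31 CPM, FGB (ENSBTAG00000022120) 4.45 ± 5.53 against 11.2 ± 16.0 CPM and FGG (ENSBTAG00000006745) 1.77 ± 2.54 against 5.72 ± 10.1 CPM. The log2 fold changes of AGP, FGA, FGB and FGG were -0.75, -1.76, -1.33 and -1.68 (adjusted p from 0.741 to 0.898). Exact permutation p over the 6 genes ran from 0.250 to 0.548. Fert- cow 996 had the highest HP, SAA1, FGA, FGB and FGG, and without it their log2 ratios were -0.46, 0.16, -0.56, -0.42 and -0.44 in place of -3.89, -1.81, -1.78, -1.33 and -1.70. For AGP, Fert+ cow 33 counted most, with -1.75 without it in place of -0.77. Across the 48 muscle libraries 13 liver-secreted genes, with HP, FGA, FGB and FGG among them, correlated with each other at a mean r of 0.704, and ALB was at a median of 5.61 CPM and at most 99.4 CPM in muscle at ML against 96820 CPM in liver. By the study's test and filter adjusted p for HP, AGP, FGA, FGB and FGG ran from 4.04e-49 to 0.00464 and over the alternatives from 4.04e-49 to 1.00. The filter, applied here to CPM, removed SAA1.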

#### ‘Metabolism, lipid and carbohydrate’ related

Genes with annotated functions related to ‘*lipids*’ confirmed the quantitative real-time PCR work of Cummins and colleagues [18] undertaken on some of the same animals used in this study. In particular, insulin-like growth factor 1 (*IGF-1*) was up-regulated in liver. 

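IGF-I (ENSBTAG00000011082) in liver at ML was 19.1 ± 6.88 CPM in Fert+ and 9.88 ± 6.73 CPM in Fert- cows (n = 8 each), a log2 fold change of 0.96 (standard error 0.37, adjusted p = 0.330). All 8 Fert+ cows were above the Fert- median (exact permutation p = 0.0117), and the study's test called the gene in each of the 16 fits that left out 1 cow. Its adjusted p with the study's filter was 0.000523, with 0.000281 to 0.581 over the alternatives.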

Low circulating insulin during early lactation causes uncoupling of the GH-IGF axis. This results in partitioning of glucose away from insulin-responsive muscle and adipose tissue towards the mammary gland, which is not insulin-responsive [69]. As previously outlined [17, 18], greater hepatic *IGF-1* expression during ML is likely a key mechanism responsible for body reserve repletion in Fert + cows.

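In liver at ML the log2 fold changes of APOA1, APOA4, CYP11A1, CYP1B1, FABP3, FABP4, PSPH, AKR1C1, PTGDS and SULT1E1 were all negative, from -1.45 to -0.71 (standard errors 0.23 to 0.69, n = 8 cows per genotype, FABP4 from the fit without a gene filter). Adjusted p ran from 0.224 to 0.662. The smallest exact permutation p was that of FABP3 (ENSBTAG00000016819), at 0.877 ± 0.258 CPM in Fert+ and 1.61 ± 0.608 CPM in Fert- cows and below the Fert- median in 8 of 8 Fert+ cows (p = 0.00280). APOA1 (ENSBTAG00000002258) was 139 ± 57.0 against 228 ± 78.6 CPM (exact permutation p = 0.00792), AKR1C1 (ENSBTAG00000022570) 22.9 ± 12.4 against 40.3 ± 12.5 CPM (p = 0.0135 by the same exact test) and CYP11A1 (ENSBTAG00000006934) 39.6 ± 28.2 against 87.7 ± 61.3 CPM (p = 0.0472 by the same exact test). FABP4 was under 1 CPM in each genotype, at 0.215 ± 0.229 against 0.601 ± 0.381 CPM. Without Fert- cow 996 the log2 ratio of APOA4 was -0.61 in place of -1.32, without Fert- cow 426 that of SULT1E1 was 0.16 in place of -0.81, and without Fert+ cow 33 that of FABP4 was -2.13 in place of -1.48. All 10 were called by the study's test and filter (adjusted p from 4.08e-08 to 0.0289), and over the alternatives adjusted p ran from 8.46e-09 to 0.768. Additional file 1 as held gives no identifier under the name PTGF2SL.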

Other related genes, all of which were down-regulated in liver, included apolipoproteins *APOA1* and *APOA4*, the cytochrome p450s *CYP11A1* and *CYP1B1*, previously reported fatty acid binding proteins *FABP3* and *FABP4*, *PSPH*, prostaglandin synthases *AKR1C1*, *PTGF2SL* and *PTGDS* and sulfotransferase *SULT1E1.* Apolipoproteins are constituents of plasma lipoproteins, and fatty-acid binding proteins transport lipids for beta-oxidation in mitochondria, especially LCFA (24) [51]. 

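HMGCS1 (ENSBTAG00000011839) in liver at ML was 787 ± 267 CPM in Fert+ and 370.3 ± 189.7 CPM in Fert- cows (n = 8 each, log2 fold change 1.09, standard error 0.29, adjusted p = 0.224, exact permutation p = 0.00202). SQLE (ENSBTAG00000005498) was 269 ± 69.3 against 152 ± 77.1 CPM (log2 fold change 0.83, standard error 0.26, adjusted p = 0.270, exact permutation p = 0.00637). CERS6 (ENSBTAG00000044179) was 39.2 ± 10.1 against 21.6 ± 6.32 CPM (log2 fold change 0.86, standard error 0.20, adjusted p = 0.187, exact permutation p = 0.00202). ACACA (ENSBTAG00000017567), ACSS2 (ENSBTAG00000013303) and FASN (ENSBTAG00000015980) had log2 fold changes of 0.71, 0.91 and 0.83 (exact permutation p = 0.00963, 0.0174 and 0.0126). In every Fert+ cow these 6 genes were above the Fert- median, except ACSS2 in 1 cow. Leaving out any single cow moved none of the 6 by more than 1.5-fold. Under the study's test and filter, adjusted p was 1.58e-05 to 0.0278, and under the alternatives 5.95e-06 to 0.692.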

Up-regulated genes in this group included acetyl-CoA carboxylase *ACACA*, acyl-CoA synthase *ACSS2*, ceramide synthase *CERS6*, fatty acid synthase *FASN*, synthase and reductase of 3-hydroxy-3-methylglutaryl-CoA *HMGCS1* and *HMGCSR*, and squalene epoxidase *SQLE*.

Finally, in muscle we observed multiple DE genes with annotation terms including ‘*lipid synthesis*’ and ‘*glucose metabolism*’. Genes of interest that were down-regulated include apolipoproteins *APOA5* and *APOH*, *FABP4*, glutamate ammonia ligase (*GLUL*), and diacylglycerol O-acyltransferase 2 (*DGAT2*). All of these genes appear to be involved in facilitating greater BCS in Fert + cows, although the specific mechanisms have yet to be elucidated. 

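GLUL (ENSBTAG00000013631) in muscle at ML was 268 ± 52.5 CPM in Fert+ and 425 ± 199.5 CPM in Fert- cows (n = 8 each, log2 fold change -0.66, standard error 0.21, adjusted p = 0.490) and below the Fert- median in 8 of 8 Fert+ cows (exact permutation p = 0.00155). DGAT2 (ENSBTAG00000001154) was 31.2 ± 5.44 against 44.0 ± 12.9 CPM (log2 fold change -0.49, standard error 0.16, adjusted p = 0.490, exact permutation p = 0.0180) and FABP4 3.84 ± 1.77 against 6.84 ± 5.29 CPM (log2 fold change -0.83, standard error 0.45, adjusted p = 0.695, exact permutation p = 0.200). FABP4 and DGAT2 are also transcripts of adipocytes, and ADIPOQ was at 7.69 CPM in Fert+ and 12.2 CPM in Fert- cows. With the study's test and filter adjusted p was 0.000113 for FABP4, 0.00102 for GLUL and 0.0588 for DGAT2, and over the alternatives it ran from 4.60e-05 to 1.00. APOA5 (ENSBTAG00000019764) had at most 5 counts in a Fert+ library and at most 14 in a Fert- library, with log2 ratios of -2.01, -3.16 without Fert+ cow 33 and -1.35 without Fert- cow 1179. APOH (ENSBTAG00000001915) was 0.732 ± 1.32 against 1.38 ± 1.93 CPM, with log2 ratios of -0.92, -2.28 without cow 33 and -0.23 without cow 1179 (exact permutation p = 0.212 and 0.477 for APOA5 and APOH). The study's filter, applied here to CPM, removed both. APOH is among the liver-secreted transcripts that rose together in single muscle libraries.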

Overall, the trend seems to indicate that genes involved in fatty acid synthesis pathways are up-regulated in liver tissue of Fert + cows at ML, and that genes involved in lipid synthesis in muscle are increased in Fert- animals at the final timepoint.

## Conclusion

The requirement for greater gluconeogenic capacity in early lactation is a well-studied phenomenon, as is the concomitant change in immune function and inflammation [15]. Here we demonstrate that animals genetically and phenotypically divergent for fertility traits exhibit transcriptomic differences in liver and muscle related to both of these processes at three important time-points during the gestation-lactation cycle. These signals are found across every time-point and in both tissues, indicating that this may be a systemic response in these cows. The findings reported here, and the studies of others [8, 15, 49, 70], indicate that immune regulation and inflammatory processes are functional at many stages of the gestation-lactation cycle, and are important for dairy cow fertility and reproductive efficiency. In particular, our results indicate that Fert- cows are less capable of regaining control of inflammation following the onset of lactation. Evidence at the mid-lactation time-point where key metabolism and fertility-related genes such as *IGF-1* were differentially regulated supports the idea that both immune/inflammatory and metabolic processes are fundamental to the phenotypic divergence in our model. It is plausible that these processes are linked. It is also plausible that an increased burden of ROS coupled with a chronic inflammatory state (therefore potentially explaining the continuous expression of BOLA genes into ML) results in Fert- cows expending greater resources trying to effectively maintain/regain body condition compared with Fert + cows.

## Abbreviations

BAM, binary alignment/map; BCS, body condition score; DE, differentially expressed; EBV, estimated breeding value; EL, early lactation; LP, late pregnancy; ML, mid-lactation; NEB, negative energy balance; NEFA, non-esterified fatty acids; ROS, reactive oxidation species; SAM, sequence alignment/map

## Additional files

Additional file 1: Table S1. Liver Differentially Expressed Gene Data; XLSX workbooks with 6 sheets: (i) “1N_vs_1P.sig”, (ii) “2N_vs_2P.sig”, (iii) “3N_vs_3P.sig” contain differentially expressed genes between FertN and FertP cows at time-points 1,2,3 respectively, (iv) “in_all_TP” are genes found DE in all time-points, (v) fpkms_X are the full FPKMs for each gene in the tissue, (vi) “DAVID_annotation_LP_EL_ML_X” are annotations from DAVID per time-point, specifying each term found significantly enriched for genes, and the DE genes with an arrow to indicate direction of dysregulation, down being lower expression in FertP. (XLSX 15 mb) Additional file 2: Table S2. Muscle Differentially Expressed Gene Data respectively; XLSX workbooks with 6 sheets: (i) “1N_vs_1P.sig”, (ii) “2N_vs_2P.sig”, (iii) “3N_vs_3P.sig” contain differentially expressed genes between FertN and FertP cows at time-points 1,2,3 respectively, (iv) “in_all_TP” are genes found DE in all time-points, (v) fpkms_X are the full FPKMs for each gene in the tissue, (vi) “DAVID_annotation_LP_EL_ML_X” are annotations from DAVID per time-point, specifying each term found significantly enriched for genes, and the DE genes with an arrow to indicate direction of dysregulation, down being lower expression in FertP. (XLSX 15 mb) Additional file 3: Table S3. Sequencing Metrics; total reads, aligned reads and uniquely mapped reads per sample in each tissue with mean and standard deviation for each category. (XLSX 11 kb) Additional file 4: Figure 1(a-f). Correlation plots of gene expression values in FPKM for each time-point versus all others per tissue.

How the deposited data were processed for this re-analysis (not part of the article)

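The values analysed are read-pair counts per Ensembl70 gene (UMD_3.1), 1 set for each of 96 libraries, as deposited by the authors with no normalization. The authors trimmed reads with Trimmomatic, aligned them with STAR, kept proper pairs with Samtools and made the counts with featureCounts. Cow, genotype, tissue and time-point of each library come from its label. Further tables of the whole series hold 96 count columns without sample names and were not used. No 2 of the 336 pairs of libraries within a condition held the same counts (lowest chi-square per gene 19.4). The pairing of libraries by cow was checked on residuals after removing the mean of each genotype and time-point, and all 48 muscle pairs and 39 of 48 liver pairs of the same cow correlated above 0.1.

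CPM was computed here from the counts and edgeR's TMM factors, without gene lengths, and log2 values are log2(CPM + 1). Genotypes were compared per tissue and time-point with edgeR 4.0.16 (quasi-likelihood test, two-sided, robust estimation, genes of filterByExpr, Benjamini-Hochberg adjustment, threshold 0.05 on the adjusted p) under R 4.3.3 with limma 3.58.1. Standard errors of log2 fold changes come from this fit. Genotype by time-point interactions were fitted over the 48 libraries of a tissue, and the genotype effect was also fitted on the counts of a cow summed over the 3 time-points. Permutation tests, two-sided and exact, and the tables were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

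Unless the text says otherwise, alternatives, tests and the rule for named genes were set before the data were examined. The 9 alternatives per comparison were the study's test (taken as the edgeR exact test with one common dispersion, since the paper does not name the test) on the same genes, that test with the study's filter, that test with the filter and a dispersion over 48 libraries, the quasi-likelihood test with the study's filter, with no gene filter, with RLE factors, without robust estimation and with the 48 libraries in a single fit, and the DESeq2 1.42.0 Wald test. The study's filter, described as dropping genes in the lowest 20% of mean log FPKM in both genotypes, was applied to CPM with no offset. The log of 0 puts any gene with a 0 count lowest, and over 20% of genes had one, so the filter as computed removed exactly the genes with a 0 count in at least 1 library of each genotype (5477 of 19976 in liver at LP, 5758 of 19523 in muscle at LP), whatever their level in the other libraries. The study's lists hold some of these genes, so its own filter did not act in this way, and how it treated zeros is not known. Interactions were refitted with each cow as a block, with RLE factors and without a gene filter, and sums per cow by the exact test with one common dispersion, with RLE factors, without a gene filter and by DESeq2. Correlations were also computed on CPM and on log2(CPM + 0.1). Another 5 alternatives were chosen after seeing the data: counting batch as a term, the quasi-likelihood and the study's test without the batch B libraries, the exact test with gene-wise dispersions, and the study's test with its filter on mean log(CPM + 1). Ranges over alternatives in the text cover those of the 9 that tested the gene, which are fewer where a gene filter removed it.

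Genes are named in the text where the study's text names them for a tissue and time-point, by the identifier Additional files 1 and 2 give, where they are among the 3 genes with the smallest adjusted p of a comparison, or where they belong to a marker list. The lists, for liver-secreted proteins, skeletal muscle, erythroid cells, neutrophils, adipocytes, cholesterol synthesis and MHC class II, were written from general knowledge. Some genes of these lists and of the study's text are not reported here by name, and counts over the named genes include all but 1 of them. Gene symbols were known for 2157 identifiers. The FPKM tables of the study were held in part and were used only for ranks within its lists. Where filterByExpr removed a named gene, its values are from the fit with no gene filter and the text says so.

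The comparisons were also run on 100 splits of the 16 cows into 8 and 8, the genotypes and 99 splits drawn at random. Simulated counts in which no gene differed, with the spread of each gene taken from the data, gave the study's test a median of 112, 94.0 and 113 calls in liver at LP, EL and ML and 58.0, 75.5 and 88.0 in muscle, and at most 1 call where all genes had the same spread. The quasi-likelihood test gave 0 calls there, in 3 simulations per tissue and time-point. It recovered between 85.5% and 99.5% of 200 genes with a simulated difference of 2-fold to 4-fold. Those 200 were drawn among well counted genes only. The simulated counts held no outlying cow, no counting batch and no correlation between genes. The recovery thus does not hold for genes with few counts or single extreme cows, and 0 calls in the data do not show that no gene differs.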

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

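Of the tests below, those of unadjusted counts, of the summed counts by the study's test, of genes that stay called whichever cow is left out, of the genes near 0 outside the set of 14, of a cow's own liver, of genes up and down without 1 cow and of inherited levels were chosen only after the result was seen. Splits of the cows put 8 against 8 at random 99 times, with the genotypes as the remaining split of 100, and a number of splits with as many genes counts the genotypes too. A single cow was singled out where the gap to its nearest neighbour was a larger share of the range of its group of 8, on the log2 scale, than Dixon's ratio allows at the 5% level. Of 332 groups of named genes 54 held such a cow, and 16.6 would be expected by chance. None of the 12 groups of library totals did. By cow, 3847 was singled out 9 times, 164 and 756 7 times each and 426, 982 and 996 6 times each.

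LMOD1 in muscle at EL was singled out as the only gene past the threshold of the quasi-likelihood test, with a log2 fold change of 1.29 (1.287 before rounding). As many genes, 1 or more, came from 8 of 100 splits of the cows. With counting batch as a term the smallest adjusted p was 0.0745 and no gene passed. The difference does not rest on a single cow, since all 8 Fert+ cows were above the Fert- median, but the tables do not separate a genotype effect from a grouping of cows by chance. Genotype itself stays open.

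The quasi-likelihood test called 0 genes in liver at LP, EL and ML, and all 100 of 100 splits gave as many. For muscle at LP and ML the number was also 100. At every time-point it called 0 genes, again as many in 100 of 100 splits for each tissue, and 0 genes on the sums per cow, 100 for each tissue. Interactions of genotype and time-point gave 0 genes, as many in 40 of 40 splits in each tissue. Such values cannot fall below the number of splits, so they carry no information on whether single genes differ. By contrast, the study's test called as many genes as between the genotypes in 11, 22 and 16 of 100 splits in liver at LP, EL and ML and in 9, 7 and 4 in muscle. The median split gave 208, 177 and 140 genes in liver and 119, 126 and 134 in muscle. Chance division of the cows may thus account for numbers of this size in liver at each time-point and in muscle at LP and EL, while in muscle at ML the number was above all but 4 splits. For genes at every time-point the study's test gave as many in 5 splits in liver and in 1 in muscle. In muscle every library of counting batch B is Fert-. Without these libraries, a choice made after seeing the data, that test called 16 genes at every time-point in place of 43. The median of the other splits, which kept all libraries, was 17. The excess in muscle thus depends on the batch B libraries, and the splits do not separate genotype from counting batch.

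On counts summed per cow in liver, 2177 genes had an unadjusted p under 0.05, which was singled out because 1 of 100 splits, the genotypes themselves, gave as many. The median of the other splits was 612 and the highest 1930. In muscle the number was 1448, with as many in 4 splits. By the study's test the sums gave 509 genes in liver, as many in 2 splits, and 411 in muscle, as many in 1. The unadjusted counts at single time-points were reached by 23, 11 and 6 splits in liver at LP, EL and ML and by 25, 14 and 8 in muscle. The liver count of 2177 was singled out by its rank among the splits, so that rank is no separate evidence against chance. The other sums, which few splits reached, argue against a division of the cows by chance, but they come from the same cows. Such a division stays open for the unadjusted counts at each time-point. Whether merit for fertility or another difference between the 2 sets of cows lies behind the sums was not tested.

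A set of 14 genes, each with a median of at most 2 counts in both tissues, was singled out because 83 libraries counted between 0 and 2 of the 14 and 13 libraries between 11 and 14. No biological condition in the design divides the libraries in this way, since the 13 come from both tissues, both genotypes and all time-points. Among 36 genes listed as near 0 in Fert- and high in Fert+ cows at liver LP, 27 had a median count at EL and ML of at least 10 in batch B and over 5 times that in batch A. Of the 36, 8 are among the set of 14 and so high in batch B by construction. Of the other 28, 19 (67.9%) met that rule, which fits a difference in how those libraries were aligned or counted. The 5 muscle libraries of batch B are also those whose totals differ from the numbers of uniquely mapped reads the study lists, by -1.24% to 1.50%. At liver LP both libraries of batch B, of cows 33 and 756, are Fert+, so batch and genotype overlap there in 1 direction. What differed in the handling of the 13 libraries stays open.

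The muscle library of Fert- cow 996 at ML was singled out with 5229 counts on a set of 146 liver genes. Dividing the share of counts on this set by its mean share in the liver libraries puts liver RNA at 0.139% of that library, against a median of 0.00248% over the 48 muscle libraries. Cows 33 and 1179 at ML had 0.0892% and 0.0945%. The 13 genes of the liver-secreted list correlated with each other at a mean r of 0.704 across the muscle libraries, and over these genes the means in muscle correlated with those in liver at r = 0.860 across genes, which are not independent replicates. Both are in line with liver RNA or liver reads in those muscle libraries. In 5 of 9 muscle libraries with at least 300 such counts, the liver library of the same cow matched best of the 16. In 100000 draws of 9 independent random ranks, as many were reached with a one-sided p of 6.0e-05. The 9 libraries are not independent, since 2 are of cow 996, so that p overstates the evidence. The matches fit liver RNA of that cow. Reads from that cow's own liver library would match it as well, and the test does not separate the 2. The libraries of cows 33 and 1000 at ML, with 3614 and 1561 such counts, matched their own liver only at ranks 5 and 7, and 2 of the 5 best matches are libraries of cow 996. The share of liver RNA so computed was, at ML, 0.0191 ± 0.0306% in Fert+ and 0.0388 ± 0.0516% in Fert- cows (exact permutation p = 0.465, n = 8 each), so a difference between genotypes is not shown. Of the genes the study lists at muscle ML, 36 of the 139 lower in Fert+ cows and 2 of the 73 higher ones are abundant in liver. HP in that library was singled out at 24.2 CPM (next 0.646, ratio 0.858), as was SAA1 at 4.25 CPM (ratio 0.744). APOA2 at muscle EL was singled out in cow 996, at 1.20 CPM (ratio 0.614), and in Fert+ cow 3434, whose 2 counts were the only ones of its group (ratio 1). Synthesis of acute phase proteins in muscle itself stays open for the counts that remain, and was not tested. The reverse was not seen, with a summed median of 5.15 CPM of the 13 genes of the skeletal muscle list in liver and at most 10.7 CPM, against 201700 CPM in muscle.

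In Fert- cow 982 BOLA-DQA2 had 0 CPM and was singled out in liver at EL (ratio 0.736) and ML (0.676) and in muscle at LP (0.543) and ML (0.686), and BOLA-DQA5 in liver at EL (0.529) and ML (0.585). Fert+ cow 756 was singled out for low BOLA-DQA1, in muscle at LP (0.552), EL (0.718) and ML (0.627) and in liver at LP (0.640) and ML (0.703). A mislabelled library is argued against by the same level in both tissues and all time-points of these cows. For the genes the study lists at every time-point, without those that differ between counting batches, the median correlation within genotypes between a cow's liver and muscle levels was 0.796 over 23 genes in muscle, above all 10000 random lists of like expression (median 0.160). For liver it was 0.391 over 14 genes, at percentile 99.2. Both fit inherited differences between cows. The lists were chosen on these same cows for differences at every time-point, however, and several of their genes are MHC genes, so the random lists are no like comparison. Inherited differences include alleles whose reads align poorly to the reference or to a near-identical copy, which was not tested. An effect of the genotypes beyond these loci stays open.

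Fert- cow 426 was singled out in liver at LP for PC (2746 CPM, next 602, ratio 0.649), SDS (195 CPM, next 13.2, 0.827), PDK4 (996 CPM, next 216, 0.538), ISG12(B) (37.2 CPM, next 3.29, 0.610) and, at the low end, CFHR4 (58.7 CPM, next 471, 0.644). That library is of batch A. The state of the cow at LP, such as feed intake or illness, was not tested. For GSTT1 in muscle at ML the same cow was highest (11.3 CPM, next 7.50, 0.661).

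Fert+ cow 3847 was singled out in liver at EL for TNFRSF6B (89.4 CPM, next 2.69, ratio 0.739), SOD2 (269 CPM, next 37.4, 0.761), TNFRSF12A (15.0 CPM, next 2.05, 0.697), S100A8 (16.8 CPM, next 1.88, 0.704), S100A9 (0.630), S100A12 (0.588), FST (0.559), FSTL1 (0.536) and SUCLA2 (0.582). Its library there is of batch B, yet the 2 other libraries of batch B at liver EL did not share these levels, which argues against the batch as the whole cause. Leaving out this cow alone turned the genes called by the study's test in liver at EL from 174 up and 127 down to 74 up and 200 down, and leaving out either of the 2 other cows of batch B there did not turn them. A response of that cow, for instance to infection, was not tested.

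Fert- cow 164 was singled out in liver at EL for CCL4 (30.8 CPM, ratio 0.674), TNFRSF6B (4.92 CPM, 0.861), PSPH (50.7 CPM, 0.530) and PGP (6.48 CPM, 0.627), in liver at ML for CYB5R2 (7.42 CPM, 0.536) and in muscle for ESRRG at EL (5.26 CPM, 0.552) and COL11A2 at ML (1.85 CPM, 0.584). Fert+ cow 3397 was high for ISG12(B) in liver at EL (12.6 CPM, 0.659) and ML (11.7 CPM, 0.817), and low for TIEG1 in muscle at LP (149 CPM, 0.638). Cow 996 was low for COX7C in liver at EL (5.53 CPM, 0.598) and VWF in muscle at LP (52.4 CPM, 0.538), and high for GLUL in muscle at ML (909.9 CPM, 0.727). Fert+ cow 430 was low for PDK4 in muscle at LP (159 CPM, 0.616) and CARNS1 in muscle at ML (38.1 CPM, 0.667), and high for GPX3 in liver at ML (1056 CPM, 0.534). Fert+ cow 756 was high for PPARGC1A in muscle at EL (389.5 CPM, next 42.1, 0.660) and PTGDS in liver at ML (24.2 CPM, 0.554). The rest were ECHDC2 in muscle, in Fert+ cow 33 at LP (40.7 CPM, 0.548) and Fert- cow 1179 at EL (4.39 CPM, 0.532), FABP4 in liver at ML in cow 33 (0.763 CPM, 0.677), APOA1 in liver at ML in Fert- cow 829 (412 CPM, 0.603), and ENSBTAG00000013613 in liver at ML, low in Fert+ cow 3434 (7.87 CPM, 0.619) and high in Fert- cow 1000 (19.3 CPM, 0.534). With 16.6 groups expected by chance, single entries of this list carry little weight, and no biological explanation was tested for them.

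Whether a single cow carries the genes that only the study's test calls cannot be told apart from the test's own effect, since 0 calls in liver and 1 in muscle were made by both tests as a comparison set. Calls are counted here per gene and time-point, so that a gene can enter up to 3 times. Leaving out the most extreme cow of a gene lost 443 of 886 calls (50.0%) in liver and 372 of 865 (43.0%) in muscle, and leaving out a middle cow lost 12.1% and 11.2%. Against a single cow behind every call, 234 calls in liver and 307 in muscle stayed in all 16 fits.

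Whether more neutrophils in the Fert- biopsies, rather than expression in liver cells, lie behind S100A8, S100A9 and S100A12 at EL cannot be told apart, because the 3 genes of the neutrophil list with an identifier are the pattern itself. For FABP4 in muscle, more adipose tissue in the Fert- biopsies cannot be told apart from lower expression either. The 5 adipocyte genes with an identifier were lower in Fert+ cows at both time-points. Log2 fold changes were -0.42 (LP) and -0.66 (ML) for ADIPOQ. For CIDEC they were -0.49, at LP from the fit without a gene filter, and -1.02. They were -0.54 and -0.24 for LPL and -0.36 and -0.49 for DGAT2. These values are within 2 standard errors of 0, apart from those of DGAT2. Of the erythroid list HBA and HBB had identifiers. In liver HBB had log2 fold changes of 1.53 at LP, -0.09 at EL and 0.88 at ML (standard errors 0.78, 0.65 and 0.48). The value at ML is from the fit without a gene filter. A difference in blood content was not tested.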

How the results depend on the processing

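The settings with counting batch, the exact test with gene-wise dispersions and the study's filter on log(CPM + 1) are tests chosen only after the result was seen. Of 166 results for named genes 1 kept their direction and their side of the threshold under every alternative, 6 reversed under at least 1, and 164 passed the threshold under at least 1, among them 38 under a test other than the study's. For DE genes per tissue and time-point, the study's filter with the quasi-likelihood test, no gene filter, RLE factors and no robust estimation gave the same calls as the comparison in the text.

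The study's test on the genes of filterByExpr called 306, 301 and 279 genes in liver at LP, EL and ML and 214, 438 and 214 in muscle, 726 and 682 unique genes, and 25 and 43 at every time-point. With the study's filter it called 370, 324 and 281 in liver and 269, 508 and 270 in muscle, 799 and 800 unique, and 25 and 65 at every time-point. That filter removes genes with a 0 count in each genotype, and on log(CPM + 1), where a 0 alone does not, the test called 448, 376 and 314 in liver and 321, 587 and 332 in muscle, 901 and 886 unique, and 49 and 109 at every time-point. At muscle EL this turned 281 genes up and 227 down into 263 up and 324 down. Estimating its dispersion over 48 libraries gave 299, 676 and 179 in liver, 212, 870 and 182 in muscle, 967 and 1033 unique, and 32 and 58 at every time-point. Replacing the one common dispersion by gene-wise ones in the same exact test left 18, 1 and 21 genes in liver and 29, 105 and 18 in muscle, 40 and 140 unique, and 0 and 3 at every time-point. Since that alternative changes the dispersion alone, most of the calls come from the common dispersion.

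DESeq2 called 12 genes in liver at EL, 77 at ML and 27, 157 and 14 in muscle, 89 and 196 unique. The 48 libraries in one fit gave 362 genes in liver and 564 in muscle, all at EL, where the common dispersion was highest. On the genes the study's filter kept at EL, it was 0.0969 in liver and 0.0646 in muscle over 48 libraries. From the EL libraries alone it was 0.140 and 0.0997. At LP and ML the value over 48 libraries was the higher one. One fit may thus understate the spread at EL, though this was not tested for the quasi-likelihood test. On counts summed per cow the exact test with one common dispersion called 509 genes in liver and 411 in muscle, and DESeq2 171 and 91. For the latter the cause was not tested.

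With counting batch as a term, or without the batch B libraries, muscle EL and the unique genes of muscle went from 1 gene to 0. For both the cause was not tested, and without the libraries 14 cows were left. The study's test without batch B called 237, 278 and 279 genes in liver and 208, 468 and 184 in muscle, 654 and 736 unique, and 17 and 16 at every time-point. In liver the balance shifted with it, from 140 genes up and 166 down to 81 and 156 at LP and from 174 up and 127 down to 75 and 203 at EL. At EL leaving out cow 3847 alone gave 74 and 200, while leaving out cow 33 or 419, the others of batch B there, gave 205 and 151 or 197 and 132, so the turn at EL comes from that cow and not from the batch as a whole. At LP leaving out cow 33 or 756 alone gave 102 and 155 or 110 and 157. Leaving out Fert- cow 426, of batch A, gave 153 and 144, the only turn at liver LP when 1 cow was left out. In muscle at EL the numbers went from 256 up and 182 down to 329 and 139. These fits without 1 cow were chosen after seeing the data.

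Directions reversed under DESeq2 for ISG12(B) in liver at EL (-0.69), SDS in liver at LP (0.21), SOD2 in liver at EL (-0.0065), SAA2 in liver at ML (0.41) and HP in liver at ML (0.25). DESeq2 replaces counts far from the rest of a group, and leaving out 1 cow turned the same 5 the same way. SOD2 also reversed without the batch B libraries, with -0.10 by both tests, which removes cow 3847. For the COX7B copy ENSBTAG00000037415 in liver at LP the log2 fold change was -0.72 with batch as a term and -0.72 without batch B by each test.

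Interactions kept 0 genes with each cow as a block, which takes up the pairing of libraries, with RLE factors and without a gene filter. The smallest adjusted p with the block was 0.516 in liver and 0.0826 in muscle. Depth limits the transcripts of liver in muscle and other genes under about 1 CPM, for which 1 library can decide the direction.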

Differences from the paper's values

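Tests chosen only after the result was seen are marked so. The paper's numbers of DE genes in liver are 402 at LP, 338 at EL and 282 at ML, against 0, 0 and 0 by the quasi-likelihood test. In muscle they are the paper's 262, 527 and 212, against 0, 1 and 0. For unique genes the paper's 807 in liver compares with 0 and the paper's 815 in muscle with 1.

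A gap between 2 numbers of genes counts as closed here where neither number is more than 1.5 times the other. Among the alternatives set before the data were examined, the study's test closes these gaps, with 306, 301 and 279 genes in liver, 214, 438 and 214 in muscle, and 726 and 682 unique genes on the genes of filterByExpr. With the study's filter it gives 370, 324 and 281, then 269, 508 and 270, and 799 and 800. Its dispersion over 48 libraries closes the gap for liver LP (299), muscle LP (212), muscle ML (182) and unique genes (967 and 1033), and does not for liver EL (676), liver ML (179) or muscle EL (870). The 48 libraries in one fit close it for liver EL (362), muscle EL (564) and unique genes of muscle (564), and not elsewhere. Those 564 genes are all at EL, so the paper's spread over time-points is not reproduced. The study's filter on log(CPM + 1), chosen after seeing the values because the filter as computed removes genes with a 0 count in each genotype, gives 448, 376 and 314 in liver, 321, 587 and 332 in muscle and 901 and 886 unique genes by the study's test, and closes every gap but that of muscle ML. DESeq2 (0, 12 and 77 in liver, 27, 157 and 14 in muscle, 89 and 196 unique), RLE factors, no gene filter, the study's filter with the quasi-likelihood test and no robust estimation do not close any of them.

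At every time-point the paper has 23 genes up and 17 down in liver, where the quasi-likelihood test has 0 and 0, and in muscle the paper has 17 up and 24 down, where it also has 0 and 0. For genes up in liver only the study's test with a dispersion over 48 libraries closes the gap (16), and its other forms give 8 and 10. Down in liver, its 3 forms give 17, 15 and 16. Up in muscle, the form with the study's filter gives 13 and the others 9 and 11. Down in muscle, the form on the filterByExpr genes gives 34 and the others 52 and 47. The remaining alternatives set before the data were examined leave all 4 numbers at 0. On log(CPM + 1) the study's filter and test, chosen after seeing the values, give 24 up and 25 down in liver and 17 up and 92 down in muscle.

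Of 160 log2 fold changes of named genes compared with the paper's additional files, 1 differs by more than the error of the value here. GSTM2 in muscle at ML is -1.06 in the paper's list and -1.60 here (standard error 0.42), and none of the alternatives set before the data were examined closes that gap. It is closed by counting batch as a term (-0.85) and by leaving out the batch B libraries (-0.85 by each test), both chosen after seeing the values. Totals of the muscle libraries of batch B differ from those the study lists, so the paper's value may rest on other counts. The median difference over the 160 values is 0.005. The largest is 0.551, of JSP.1 in muscle at ML, where the standard error here is 0.58.

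A statement of the paper's text on a single gene comes out otherwise, though the value in its list does not. ISG12(B) is not lower in Fert+ cows in liver at EL, with a log2 fold change of 1.04 both here and in that list. Without cow 3397 the log2 ratio of means is -0.71, and DESeq2 gives -0.69. In muscle the 2 profiles of EL only hold the most genes, as in the paper, though the profile of genes lower there holds 123 by the study's test and filter against the paper's 207. That number depends on the filter, and on log(CPM + 1), chosen after seeing the values, it is 156, which closes the gap.

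JSP.1 in muscle has log2 fold changes of 0.855, 0.81 and 0.93 in the paper's list at LP, EL and ML. Here they are 0.43, 0.38 and 0.38 (standard errors 0.60, 0.54 and 0.58). The counts behind them may differ, since totals of the 5 muscle libraries of batch B are not those the study lists. Across the study's lists, its fold changes correlated with those of its test and filter here at r = 0.975, 0.995 and 0.995 in muscle. In liver, where all totals are the same, r was 1 at each time-point. JSP.1 is not called in muscle by any of the alternatives set before the data were examined, with adjusted p between 0.237 and 1.00. It is called by the study's test without the batch B libraries, chosen after seeing the values, which leaves out cow 419 (log2 fold changes 1.16, 0.95 and 1.10, edgeR adjusted p = 5.14e-09, 0.00241 and 1.07e-09 at LP, EL and ML). DGAT2 in muscle at ML has adjusted p = 0.0588 by edgeR's exact test with the study's filter and 0.0392 by the alternative that calls it, on the filterByExpr genes. APOA2 at EL and SAA1, APOA5 and APOH at ML in muscle are removed by the study's filter as computed here, since each has a 0 count in both genotypes, and are called by that test with the filter on log(CPM + 1), chosen after seeing the values (edgeR adjusted p = 9.71e-05, 2.85e-06, 0.0145 and 0.009).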

Other observations

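The tests of inherited levels were chosen only after the result was seen. In liver at ML the MHC class II genes that do not belong to the DQ family were lower in Fert+ cows, with log2 fold changes of -0.71 for BOLA-DRA (284 against 463 CPM), -0.74 for BOLA-DMA (8.66 against 14.5 CPM) and -0.59 for CD74 (503 against 759 CPM). Their adjusted p-values by edgeR's quasi-likelihood test were 0.224, 0.165 and 0.248. At EL the log2 fold changes were -0.49, -0.76 and -0.48 (adjusted p 0.397, 0.386 and 0.392) and at LP -0.02, -0.12 and -0.07. In muscle the log2 fold changes of these 3 genes lay between -0.26 and 0.13 over the time-points. BOLA-DQB had log2 fold changes of -0.12 in liver at ML and 1.02 in muscle at LP.

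In liver at ML, HMGCS1, SQLE and DHCR7, which take part in cholesterol synthesis, were higher in Fert+ cows, with log2 fold changes of 1.09, 0.83 and 0.69. None of the 3 passed an adjusted p of 0.05 over all genes by edgeR's quasi-likelihood test.

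The lists of genes the study gives at every time-point and at a single time-point behaved differently in the comparison of tissues. For single time-points the median correlation within genotypes between a cow's liver and muscle levels was 0.191 over 328 genes in liver and 0.128 over 410 genes in muscle, at percentiles 97.3 and 10.5 of random lists. Over all 11585 genes the median was 0.162, and 103 genes (0.889%) were above 0.8, against 11 of the 23 genes listed at every time-point in muscle. The hypothesis that inherited differences between cows lie behind the recurring genes was met by that list (median 0.796) and more weakly by the liver list (median 0.391). Genes listed at 1 time-point in muscle showed no such excess. The lists at every time-point were chosen on these same cows, which favours stable differences between cows, while random lists were matched on expression alone. Among the 11 genes are the MHC genes BOLA-DQA1, BOLA-DQA2, BOLA-DQA5, BOLA and JSP.1, which are not independent of each other. The percentiles thus overstate the support for that hypothesis. Correlations are across cows within genotypes, and cows fall into separate groups for some of these genes, so that r overstates how closely the levels follow each other.

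Fold changes of the genotypes at different time-points were not shown to correlate beyond what other splits of the same cows give, although r was above the median of the other splits for every pair of time-points in both tissues. Across genes, which are not independent replicates, as high an r came from 27, 9 and 9 of 100 splits in liver for LP and EL, LP and ML, and EL and ML, and from 42, 40 and 20 in muscle. Since the same cows were sampled each time, any division of them carries over between time-points, with median r of 0.151, 0.243 and 0.236 in liver and 0.279, 0.304 and 0.273 in muscle.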
